# Studies of a rice sterile mutant *sstl* from the TRIM collection

**DOI:** 10.1186/s40529-019-0260-3

**Published:** 2019-07-10

**Authors:** Chia-Ling Chang, Jerry C. Serapion, Han-Hui Hung, Yan-Cheng Lin, Yuan-Ching Tsai, Wann-Neng Jane, Men-Chi Chang, Ming-Hsin Lai, Yue-ie C. Hsing

**Keywords:** Anther development, Microspores, Transcriptomic analysis, Semi-sterile, Sterility

## Abstract

**Background:**

Rice (*Oryza sativa*) is one of the main crops in the world, and more than 3.9 billion people will consume rice by 2025. Sterility significantly affects rice production and leads to yield defects. The undeveloped anthers or abnormal pollen represent serious defects in rice male sterility. Therefore, understanding the mechanism of male sterility is an important task. Here, we investigated a rice sterile mutant according to its developmental morphology and transcriptional profiles.

**Results:**

An untagged T-DNA insertional mutant showed defective pollen and abnormal anthers as compared with its semi-sterile mutant (*sstl*) progeny segregates. Transcriptomic analysis of sterile *sstl*-*s* revealed several biosynthesis pathways, such as downregulated cell wall, lipids, secondary metabolism, and starch synthesis. This downregulation is consistent with the morphological characterization of *sstl*-*s* anthers with irregular exine, absence of intine, no starch accumulation in pollen grains and no accumulated flavonoids in anthers. Moreover, defective microsporangia development led to abnormal anther locule and aborted microspores. The downregulated lipids, starch, and cell wall synthesis-related genes resulted in loss of fertility.

**Conclusions:**

We illustrate the importance of microsporangia in the development of anthers and functional microspores. Abnormal development of pollen grains, pollen wall, anther locule, etc. result in severe yield reduction.

**Electronic supplementary material:**

The online version of this article (10.1186/s40529-019-0260-3) contains supplementary material, which is available to authorized users.

## Background

Rice (*Oryza sativa*) is one of the most important staple crops in the world and is also an economical and cultivated food in Asia. One of the major limitations in rice yield production is sterility. Several studies provided strong evidence that male sterility was a serious defect in rice production and led to significantly decreased rice production (Thangasamy et al. 2011; Wang et al. 2013; Guo et al. 2013; Pu et al. 2017) or even almost complete loss (Liu et al. 2010; Ko et al. 2014; Yang et al. 2014; Li et al. 2016).

Male sterility is associated with a series of anther development steps and/or pollen maturation at the rice reproductive stage. Studies of the developmental morphology of pollen revealed several important steps, such as cell differentiation into microspores and circular anther locules, the formation of four specialized cell layers in the anther, meiosis of the pollen mother cell, microspores with a well-developed pollen wall, microspore mitosis, and intine establishment of mature pollen (Raghavan 1988; Zhang et al. 2011; Walbot and Egger 2016). Previous studies concluded that the process of pollen maturation in rice was initiated in the L1, L2 and L3 layers of the stamen primordia, and central archesporial (AR) cells were generated from the mitotic division in the L2 layer to develop the primary parietal cells (PPCs) and primary sporogenous cells (PSCs) (Zhang et al. 2011; Kelliher et al. 2014; Yang et al. 2018). After AR cells divide and differentiate to PSCs and PPCs, PSCs form as sporogenous cells and later generate microspores; PPCs divide and develop into secondary parietal layers (SPCs). The outer layer of SPCs becomes the endothecium and middle layer, and the inner layer becomes the tapetal cell (Zhang and Wilson 2009).

Receptor protein kinase (RPK) is important in regulating tapetal cells and microsporocytes during sporophytic generation. In *Arabidopsis*, a putative leucine-rich repeat receptor protein kinase (LRR-RPK) gene, *EXCESS MICROSPOROCYTES1* (*EMS1*)*/EXTRA SPOROGENOUS CELLS* (*EXS*), participates in early division of the anther and microsporocyte cells to control tapetum and microsporocyte development (Cai and Zhang 2018; Verma 2019). TAPETUM DETERMINANT1 (TPD1) was found as a cysteine-rich protein ligand of EMS1. TPD1 interacts with the EMS1 LRR domain to generate precursors of tapetal cells by promoting cell division of inner SPCs; the developmental tapetum layer determines the number of sporogenous cells by suppressing proliferation (Huang et al. 2016). A rice protein binding cassette with the LRR-RLK protein MULTIPLE SPOROCYTE1 and its ligand TPD1-like protein (OsTDL1A) is involved in PPC division to contribute SPCs for the middle layer and establish the tapetum. The anther with double mutated *OSTDL1A* and *MULTIPLE SPOROCYTE1* genes illustrated a lack of middle layers and tapetum and increased the number of microsporocytes in the early development of pollen (Yang et al. 2016). On mitosis, primary sporogenous cells divide into secondary sporogenous cells and become pollen mother cells (PMCs). PMCs pass through meiosis to generate microspores. At the same time, programmed cell death (PCD) of the tapetum layer occurs during meiosis. Several regulators respond to microspore generation, and PCD of tapetal cells such as a rice basic helix-loop-helix (bHLH) protein, TAPETUM DEGENERATION RETARDATION (TDR), controls tapetum degeneration to contribute to microspore development (Li et al. 2006). Gibberellic acid-inducible transcription factor *GAMYB* upregulates *TDR1* expression, and a frame shift with a C deletion of the allele *gamyb*-*4* did not go through normal meiosis or PCD of tapetum in rice (Liu et al. 2010). The bHLH142 that conjugates with TDR1 turned on the downstream gene *ETERNAL TAPETUM1 (EAT1)* to organize microspore development. With T-DNA insertion into *bHLH142*, the tapetal PCD and microspore development were defective in anthers of rice loss-of-function *bhlh142* (Ko et al. 2014).

Microspores are produced after PMC meiosis, and young microspores are released from the tetrads later. The rice *Wax*-*deficient anther1* (*Wda1*) defective mutant showed a significant defect of very-long-chain fatty acids in the anther epidermis and pollen wall that led to a severe absence of pollen (Jung et al. 2006). Thus, the fatty acid of pollen wall conformation plays an important role in microspore maturation.

The pollen wall is composed of the outer pollen wall exine and inner wall intine. Transmission electron microscope (TEM) observation revealed that exine consists of the tectum, bacula, and nexine together as a bridge-like structure of the pollen outer wall (Shi et al. 2015). The pollen walls of microspores are constructed during tapetum layer degradation and again indicate the importance of lipid metabolism (Li et al. 2011). Transcriptomic analysis revealed that transcripts encoding cytochrome P450, acyltransferases, and lipid transfer proteins are produced from the tapetum secretion stage to support fatty acid accumulation and transportation to build exine (Huang et al. 2009). Without PCD, tapetum did not degenerate to generate fatty acid components such as sporopollenin for exine formation. Rice *PERSISTENT TAPETAL CELL1* (*PTC1*), which affects fatty acid synthesis in the exine structure, promotes tapetum degradation to generate sporopollenin for pollen wall development (Li et al. 2011). Scanning electron microscopy (SEM) revealed that the tapetal cell also produces orbicules during tapetum degeneration, which surround the surface of the tapetum layer, and orbicules provided the fatty acid product for assembly of sporopollenin for exine (Daku et al. 2016; Ruggiero and Bedini 2018). A rice lipid transfer protein OsC6 involved in lipid transfer from tapetum to exine is regulated by *bHLH*, *TDR*, and *GAMYB.* The truncated *osc6* mutation resulted in defective orbicules and disordered exine structure in the pollen wall (Zhang et al. 2010). Thus, a well-developed exine is an indicator of maturation of microspore fertility during anther development.

The biosynthesis of sporopollenin is modified by several enzymes such as *in*-*chain* fatty acid hydroxylase (AtCYP703A2; OsCYP703A3), fatty acid ω-hydroxylase (AtCYP704B1; OsCYP704B2), polyketide synthase (OsPKS1), tetraketide reductase (OsTKPR1), fatty acid anther-specific acyl-CoA synthetase (ACOS; OsACOS12), and reductase (OsDPW) in fatty acid metabolism (Li et al. 2010, 2016; Choi et al. 2011; Wang et al. 2013; Yang et al. 2014; Daku et al. 2016). These enzymes participate in a series of steps to convert fatty acid acyl-CoA to the final sporopollenin product, which is then transported by ABC transporters such as ABCG26/WBC27, OsABCG3 and lipid transfer protein OsC6 from the tapetum to exine for pollen wall utilization (Zhang et al. 2010; Choi et al. 2011; Chang et al. 2018). The intine of the pollen wall consists of carbohydrate polysaccharides, which are converted from UDP-glucose (Shi et al. 2015). The intine formation of rice is controlled by Golgi-localized GLYCOSYLTRANSFERASE1 (OsGT1), which transfers UDP-glucose for polysaccharide composition requirement, and also regulates starch and protein synthesis in pollen grain maturation to determine rice fertility (Moon et al. 2013). The polysaccharides of intine also regulate water content in pollen dehydration and disperse pressure when mature pollen spores expand with internal content accumulation (Xu et al. 2016).

Taiwan Rice Insertional Mutagenesis (TRIM) was initiated in 2002. In this mutant population, 93,000 rice mutated lines were created by T-DNA insertion by using a japonica variety, Tainung 67 (Wu et al. 2017). The reverse genetics approach provided a large-scale population of T-DNA mutagenesis screening for comparing phenotypic characterization and rice genomic function. The TRIM population was used in two studies on male-sterile mutants. T-DNA insertion into *bHLH142* led to no response to PCD of tapetum, and this gene was regulated by the early tapetum developing-related genes *UNDEVELOPED TAPETUM1 (UDT1)* and *GAMYB*, then was responsible for downstream *TDR1* and *EAT1* regulation (Ko et al. 2014). Another TRIM mutant study indicated that a rice SUMO E3 ligase *SIZ1* participated in controlling endothecium development during anther dehiscence to manipulate the fertility of rice. Mutant *siz1* showed the inability of anther dehiscence and no cavity of two adjacent locules; thus, it released no pollen grains during anthesis. In addition, this mutant had a shorter plant with few tillers and low seed set rate (Thangasamy et al. 2011).

Here we report a morphological characterization of a male sterile mutant from the TRIM collection and investigate the mechanism of sterility. We illustrate the importance of microspore fertility in anther development and the functional biosynthesis of microspores. We also performed a comparative transcriptomic analysis between fertile and sterile anthers to prove that fatty acid biosynthesis pathways participate in the morphology of pollen wall formation.

## Methods

### Plant materials and growth condition

T-DNA insertional mutant line M0037841 with 30 T_2_ seeds were obtained from the TRIM collection and grown at the genetically modified plant isolation field (GM field) in the Taiwan Agricultural Research Institute (TARI) for agronomic trait evaluation. Leaf samples from individual plants of the T_2_ population were harvested and frozen under liquid nitrogen for genomic DNA extraction experiments. Progeny from the semi-sterile line of M0037841 were both grown in the TARI GM qualified field or a growth chamber under day 28 °C/night 25 °C, 16 h of light and 80% humidity at Academia Sinica, Taipei. Yield component analysis including panicle number, grain number, fertility rate, and grain weight was performed by the semi-sterile segregates in the TARI GM field. The anther samples for floral morphology observation, pollen viability assay, gene expression analysis, phenotypic characterization of cross-sections, TEM and SEM were collected from plants grown in the growth chamber.

### Genomic DNA extraction and PCR-based genotyping

Genomic DNA was extracted from leaves by using the Wizard Genomic DNA purification kit (Promega Corporation, Madison, WI, USA). All T-DNA mutagenesis plants from T_2_ were identified by T-DNA tagging regions, a T-DNA construct pTAG8, such as hygromycin phosphotransferase gene (*HPT*), *GUS* gene, and *CaMV35S* enhancer with PCR-based genotyping assay. The PCR reaction in 20 μL volume involved 50 ng genomic DNA, 0.2 μm primers and Taq DNA Polymerase 2× Master Mix RED (Ampliqon, Herlev, Denmark) for amplification. The sequences of primers are in Additional file 1: Table S1.

### Pollen viability and germination analysis

Mature pollen grains were collected before anthesis in the fertile, semi-sterile and sterile types from semi-sterile progeny segregates and stained with iodine–potassium iodide (I_2_–KI) solution for pollen viability. Pollen viability was evaluated by using pollen shape and staining for classification into four grades as dark black (+++), partial black (++), orange (+) and yellow (−). More than 2000 individual pollen grains were counted under a Zeiss AxioImager Z1 microscope. More than 1000 pollen grains per sample were co-cultured with 15% sucrose (Sigma-Aldrich, St. Louis, MO, USA), 5% starch (Sigma-Aldrich, St. Louis, MO, USA), and 0.005% orthoboric acid (Merck, Darmstadt, Germany) at 28 °C for 30 min for detecting pollen tube germination rate.

### Morphological analysis of anther characterization

Several reproductive growth parameters of development were revealed by kernel size, spikelet length, spikelet width, anther color, and anther length for 5 anther stages, young microspores stage (YM), vacuolated pollen stage (VP), early pollen mitosis stage (EpM), late pollen mitosis stage (LpM), and mature pollen stage (Mp) (Zhang and Wilson 2009; Huang et al. 2009). These five stages were equal to the anther stages from Zhang and Wilson (2009) reported in “stage 9”, “stage 10”, the first mitotic division of microspore in “stage 11”, the second mitosis of microspore in “stage 12”, and the spherical mature pollen grains in “stage 13”. Anther samples of all developmental stages were fixed in 2.5% glutaraldehyde, 4% paraformaldehyde, and 0.1 M sodium K-phosphate buffer (pH 7.0) at 4 °C for 24 h. Then, after three rinses with 0.1 M K-phosphate buffer (pH 7.0) for 20 min each, samples were transferred to 1% OsO_4_ in 0.1 M K-phosphate (pH 7.0) for 4 h at room temperature. The samples were washed again with 0.1 M K-phosphate buffer (pH 7.0) as for the previous rinsed steps. Samples were dehydrated with an ethanol series and propylene oxide, and embedded in Spurr resin. The cross sections were prepared in 1-μm sections and stained with toluidine blue for anther transverse section detection and anther locule area investigation under a Zeiss AxioImager Z1 microscope. The ultrathin sections in 70–90 nm were stained with uranyl acetate and lead citrate for TEM imaging by using a Philips CM 100 TEM system at 80 kV. For cryo-SEM, anthers and pollen grains at Mp stage were frozen in liquid nitrogen and placed into the sample preparation chamber at − 160 °C. After the temperature reached − 85 °C and sublimation/etching proceeded for 15 min, samples were coated with platinum particles at − 130 °C. Samples were moved to a cryo-stage SEM chamber and examined by using a Cryo-SEM system at temperature − 190 °C (Quanta 200 SEM/cryo system Quorum PP2000TR FEI).

### RNA extraction and transcriptomic analysis

Anther samples were collected from YM or LpM stages for total RNA isolation by using TRIzol reagent (Thermo Fisher Scientific, Wilmington, DE, USA), and 5 μg total RNA was prepared for RNA sequencing. For RNA sequencing, single-end libraries were created and sequenced on an Illumina HiSeq 2000 system in 90-bp read length for 10 million reads per sample. Sequence data were deposited in the NCBI gene expression omnibus (accession no. GSE129579). RNA sequencing data were evaluated by RNA-seq analysis, differential expression of genes and heat map drawing with the CLC Genomics Workbench 11 (CLC Bio, QIAGEN Bioinformatics, Aarhus, Denmark). The RNA-seq transcripts were annotated by using the RAP-DB database (https://rapdb.dna.affrc.go.jp/index.html) and compared with the Rice Expression Profile Database (http://ricexpro.dna.affrc.go.jp/). Anther-specific transcriptomic genes were also confirmed by Rice Anther Expression Plots (https://www.cpib.ac.uk/anther/riceindex.html). EXPath Tool (http://expathtool.itps.ncku.edu.tw/), Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/), and MapMen (https://mapman.gabipd.org/) were used for gene function prediction and analysis.

### Gene expression analysis

Total RNA from YM and LpM were converted to cDNA with use of oligo (dT) primers by the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific, Wilmington, DE, USA). Real-time quantitative RT-PCR was performed with the SYBR Green-based quantitative PCR method by mixing 20 ng cDNA, 0.25 μm primers and fluorescence Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) for gene expression detection. The gene expression was calculated by the 2^−ΔΔCt^ method with *OsUBI*, *OsACT11*, *OsUBQ5*, and *eEF*-*1α* used as internal control genes. All primer sequences are in Additional file 1: Table S1.

## Results

### A semi-sterile mutant from TRIM collection

Sterility is one of the important regulators of the reproductive stage in rice yield production. To study this phenomenon of sterility, we selected the T-DNA insertional mutant line M0037841 from the TRIM collection. Thirty T_2_ seeds of M0037841 were grown in a GM field in TARI. The T_2_ population in M0037841 was identified without co-segregation between the phenotype of sterility and the T-DNA insertional event of the genome (Additional file 2: Table S2).

From the developmental morphology of the T_2_ population in M0037841, we noticed two plants were semi-sterile and thus designated them semi-sterile (*sstl*) for the rest of the study (Additional file 2: Table S2). From the progeny segregates of the mutant *sstl*, characteristic distributions of fertility were classified as fertile panicle plants (*SSTL*-*F*), semi-sterile panicle plants (*sstl*-*ss*), and sterile panicle plants (*sstl*-*s*) (Fig. 1a–c). In *sstl* progeny segregates, *SSTL*-*F* and *sstl*-*s* lines did not differ in plant height or tiller number during the vegetative stage (Additional file 3: Figure S1). In the reproductive stage, yield component traits were analyzed as fertility rate, number of panicles, grain number and grain weight in *SSTL*-*F*, *sstl*-*ss*, and *sstl*-*s*. The fertility rate of *sstl*-*ss* was 49.2% (Table 1), showing half fertile seeds per panicle (Fig. 1c). *SSTL*-*F*, *sstl*-*ss*, and *sstl*-*s* all had 15 panicles per plant, but the grain number of each panicle gradually increased from *SSTL*-*F* and *sstl*-*ss* to *sstl*-*s*. The grain size from fertile and sterile spikelets did not differ. The kernel shape, along with palea and lemma, did not differ (Fig. 1d).

**Fig. 1:**
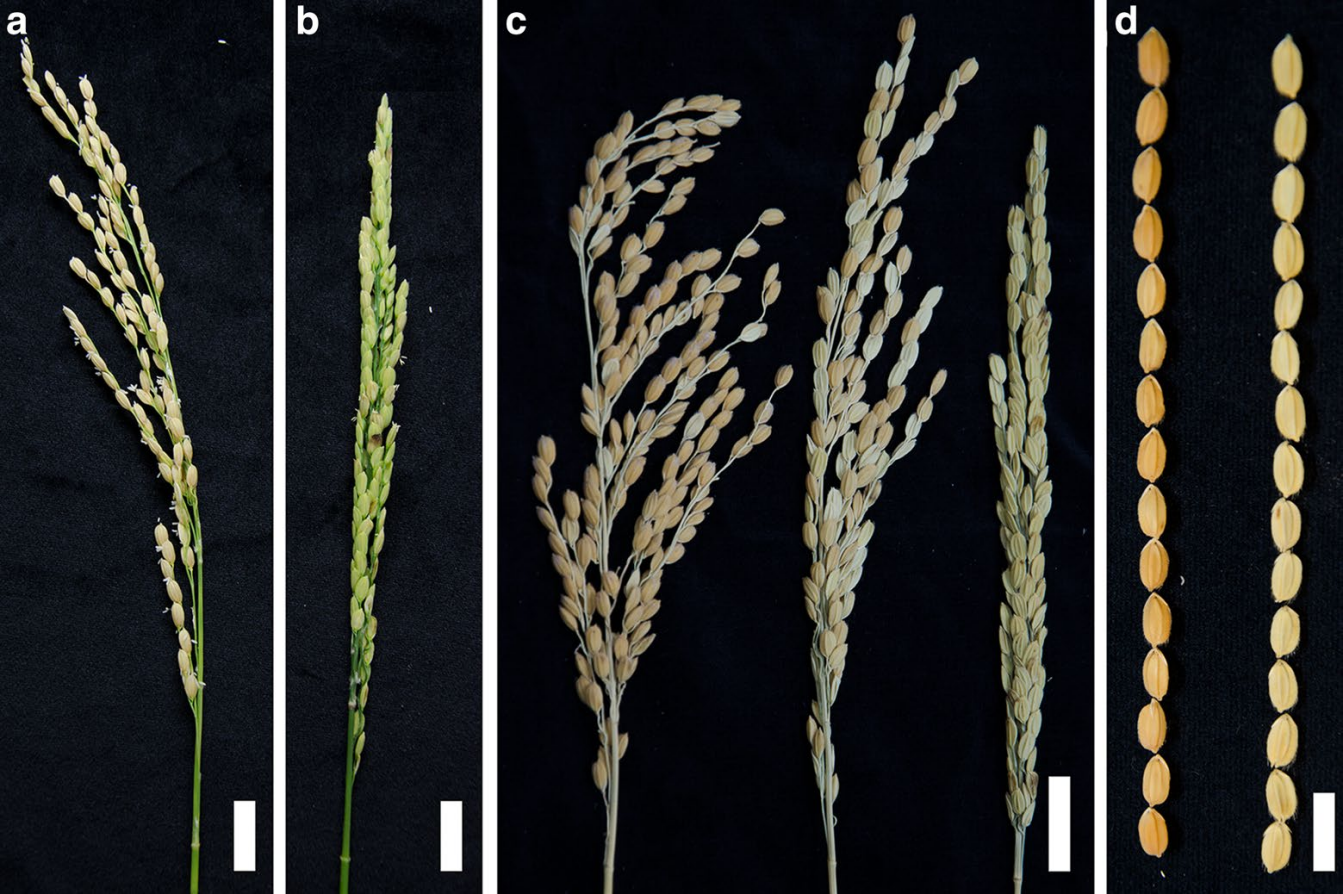
Phenotypic characterization of segregants of the semi-sterile mutant (*sstl*). **a** Plants with fertile panicles; **b** completely sterile panicles; **c** three types of fertility in the *sstl* progeny segregates: from left to right as fertile, semi-sterile, and sterile. Bar = 2 cm. **d** Seed size between fertile and sterile indicated. Bar = 1 cm

**Table 1:** Yield component analysis of *sstl* progeny segregates

Phenotypes	AFRP (%)	ANP	ANGP	AGWP (g)
*SSTL*-*F*	92.80 a	15.71 a	148.43 ab	4.01 a
*sstl*-*ss*	49.20 b	15.43 a	163.67 b	2.57 b
*sstl*-*s*	0.07 c	15.14 a	179.71 bc	0.96 c

Yield component analysis of three types in *sstl* progeny segregates*. F* fertile, *ss* semi-sterile, *s* sterile, *AFRP* average fertility rate per panicle, *ANP* average number of panicles per plant, *ANGP* average number of grains per panicle, *AGWP* average grain weight per panicle. The statistical analysis was performed by one-way ANOVA with Tukey test post hoc analysis. Data were collected from 7 individual plants in each type and presented as mean ± SEM

Values followed by different letters indicated a significant difference for each variable (P ≤ 0.05)

Thus, the sterile characterization of *sstl*-*s* was not caused by a T-DNA insertion, and *sstl*-*s* still inherited the sterility trait from the progenitor semi-sterile *sstl.*

### Sterility from *sstl*-*s* pollen viability

To understand the sterility of rice mutant *sstl*-*s*, we investigated the floral morphology of *SSTL*-*F* and *sstl*-*s.* During pollen maturation, the flower of *sstl*-*s* exhibited a white anther, indicating lack of flavonoid components (Fig. 2a, b). Mature pollen grains released from anthers of *SSTL*-*F* and (above) and *sstl*-*s* (below) showed a white color in *sstl*-*s* (Fig. 2c). Pollen grains from *sstl*-*s* were so tightly stuck to anther locules that they may not be exposed easily as mature pollen in *SSTL*-*F* after cutting the anthers (Fig. 2c). During anthesis in *SSTL*-*F*, the mature pollen grains were released from anther dehiscence and the filaments elongated. However, only elongated filaments were found in *sstl*-*s* (Fig. 2d). The anther locules of *sstl*-*s* were juicy and sticky and thus the pollen grains were barely released after filament elongation. This finding was consistent with the anther locules of *sstl*-*s* after chopping (Fig. 2c, d). By SEM observations of *SSTL*-*F* and *sstl*-*s* anthers, we confirmed that *sstl*-*s* had a shrinking anther and smaller pollen sac as compared with *SSTL*-*F* (Fig. 2e–h). Additionally, the pollen grains of *sstl*-*s* did not fill up with content and formed a stomatocyte-like shape during maturation (Fig. 2g–j). The pollen sacs of *sstl*-*s* had no surrounding pollen grains on anther locules because pollen grains of *sstl*-*s* did not form as spherical as compared with mature pollen of *SSTL*-*F* (Fig. 2g, h).

**Fig. 2:**
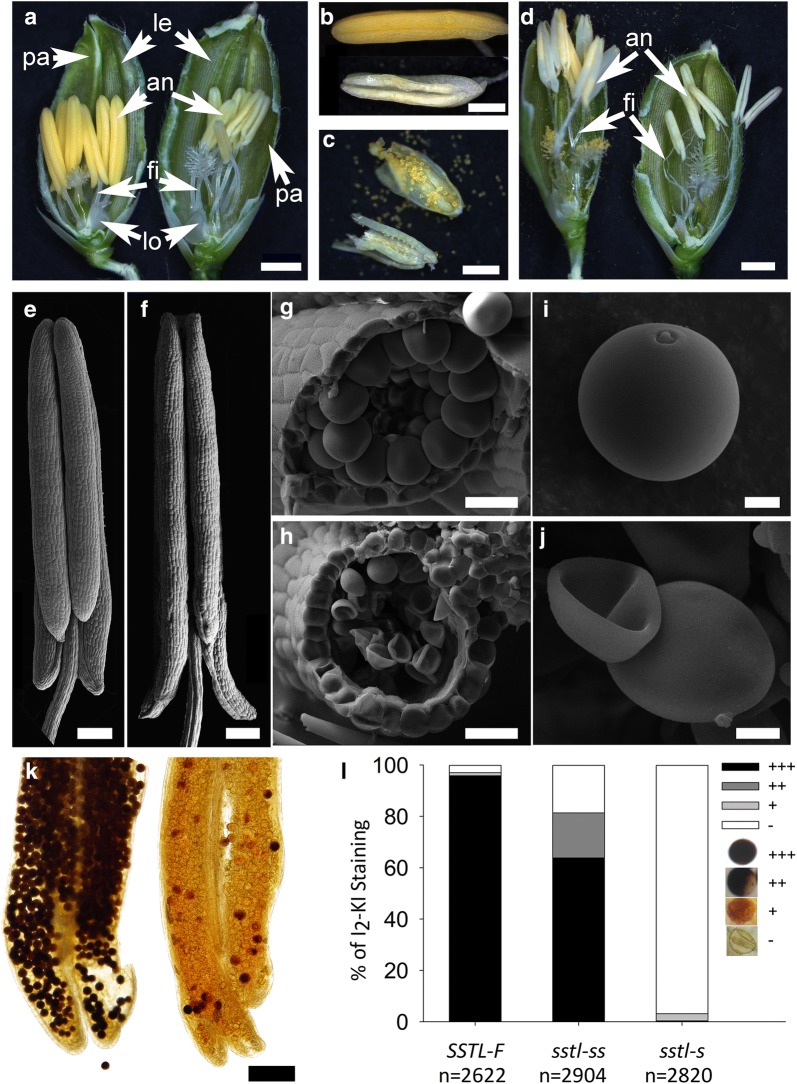
Floral morphology of fertile and sterile plants from *sstl* offspring. **a** The floral structure between *SSTL*-*F* (left) and *sstl*-*s* (right) at heading stage. Bar = 1 mm. **b** The exterior of anther in *SSTL*-*F* (above) and *sstl*-*s* (below). Bar = 0.4 mm. **c** Mature pollen was presented after chopping the anthers of *SSTL*-*F* (above) and *sstl*-*s* (below). Bar = 0.4 mm. **d** Filament elongation of *SSTL*-*F* (left) and *sstl*-*s* (right) during anthesis. Bar = 1 mm. **e**, **g**, **i** SEM observation of *SSTL*-*F* and **f**, **h**, **j** *sstl*-*s* in anther and pollen. **e**, **f** Bar = 0.2 mm; **g**–**j** bar = 50 μm. **k** I_2_KI staining of *SSTL*-*F* (left) and *sstl*-*s* (right). Bar = 200 μm. **l** Pollen viability in different maturity types of *SSTL*-*F*, *sstl*-*ss,* and *sstl*-*s*. *an* anther, *fi* filament, *le* lemma, *lo* lodicule, *pa* palea

Pollen viability and pollen tube germination analyses were performed to determine the severity of defective pollen in *sstl*-*s*. Because mature pollen grains contained abundant starch to provide energy for supporting pollen maturation and pollen tube germination (Lee et al. 2016), we studied pollen viability by using I_2_–KI staining. Figure 2k showed a significant difference between mature pollen grains of *SSTL*-*F* (left) and *sstl*-*s* (right) in pollen viability, as indicated by staining color and pollen spherical shape. The starch accumulation of these pollen grains was illustrated as dark black (+++), partial black (++), orange (+) and yellow (−) after I_2_–KI staining (Fig. 2l). The proportion of dark-black mature pollen in *SSTL*-*F, sstl*-*ss*, and *sstl*-*s* was 96%, 64%, and 0.35%, respectively, revealing low pollen viability in the sterile mutant (Fig. 2l). Besides, *sstl*-*ss* showed 18% partial black pollen, with none in *SSTL*-*F* and *sstl*-*s.* The proportion of dark-black pollen in semi-sterile *sstl*-*ss* was about 60% and agreed well with half fertile seeds per panicle in *sstl*-*ss* (Table 1 and Fig. 2l). In addition, examination of pollen-tube germination of fertile and sterile pollen grains confirmed an 81.7% germination rate in *SSTL*-*F* but only 0.26% in *sstl*-*s* (data not shown).

The defects in *sstl*-*s* pollen reveal that its anther locules did not undergo anther dehiscence because the pollen sacs did not expand and pollen grains did not form a spherical shape. Almost zero percentage of pollen viability and pollen germination rates were consistent with the sterility of the mutant *sstl*-*s* as well as pollen-defective morphology.

### Anther morphology of *sstl*-*s*

Cross sections of anthers in *SSTL*-*F* and *sstl*-*s* at specific anther development stage provided tools to understand male sterility. At YM stage, both *SSTL*-*F* and *sstl*-*s* had four cell layers (i.e., epidermis, endothecium, middle layer, and tapetum) (Fig. 3a, f, k). Microspores were released from tetrads by callose degradation in *SSTL*-*F* (Fig. 3a) but few from *sstl*-*s* anthers (Fig. 3f, k). The tapetum layer started degenerating and the microspores formed vacuolated as an oval shape in *SSTL*-*F* anthers (Fig. 3b). Tapetum layers of sterile *sstl*-*s* still degraded (Fig. 3g, l), similar to the fertile line *SSTL*-*F* anther at VP stage. Later on, microspores went through the first mitosis and became bicellular pollen. The microspores were smaller from the EpM than VP stage and the starch began to accumulate in fertile microspores (Fig. 3c). Meanwhile, the tapetal cells were almost completely degenerated and left only a thin layer on the internal surface of the anther locule in *SSTL*-*F* (Fig. 3c). In contrast, the *sstl*-*s* anther showed a delay of tapetum degradation (Fig. 3h, m) and a larger size of tapetal cell at the EpM stage. In the LpM stage, microspores differentiated into two sperm cells by the second mitosis division. *SSTL*-*F* microspores contained a high amount of starch and lipid accumulation (Fig. 3d). The endothecium and epidermal cells of *SSTL*-*F* degenerated in the LpM stage (Fig. 3d), but *sstl*-*s* anthers contained defective pollen grains, and anther locules maintained a larger epidermis and endothecium cell as compared with fertile ones (Fig. 3i, n). The tapetum layer of *SSTL*-*F* degenerated and disappeared at this stage (Fig. 3d) but remained partially in the *sstl*-*s* anther because of delayed degradation (Fig. 3n). The final stage of microspore maturation was the formation of plump round mature pollen in *SSTL*-*F* (Fig. 3e), but only defective pollen was produced in *sstl*-*s* anthers (Fig. 3j, o). The epidermis degenerated and became smaller than those from previous stages in the *SSTL*-*F* anther. However, as compared with *sstl*-*s* anthers, the epidermal cells of *sstl*-*s* were three times larger than *SSTL*-*F* cells (Fig. 3j, o). The mutant *sstl*-*s* contained defective pollen and its anthers also contained almost no microspores in the developmental process. Microspores were barely generated in *sstl*-*s* anthers, and *sstl*-*s* showed undeveloped anther locules without PMCs in early-stage cross sections (Additional file 4: Figure S2). This abnormal anther locule illustrated that these anthers had no specialized four layers (i.e., epidermis, endothecium, middle layer, and tapetum) to form a circular anther locule. The functional PMCs were not produced to generate microspores in sterile *sstl*-*s* (Additional file 4: Figure S2). From TEM observations, only epidermal cells remained in these slender twig-like undeveloped anther locules (Additional file 4: Figure S2f, i).

**Fig. 3:**
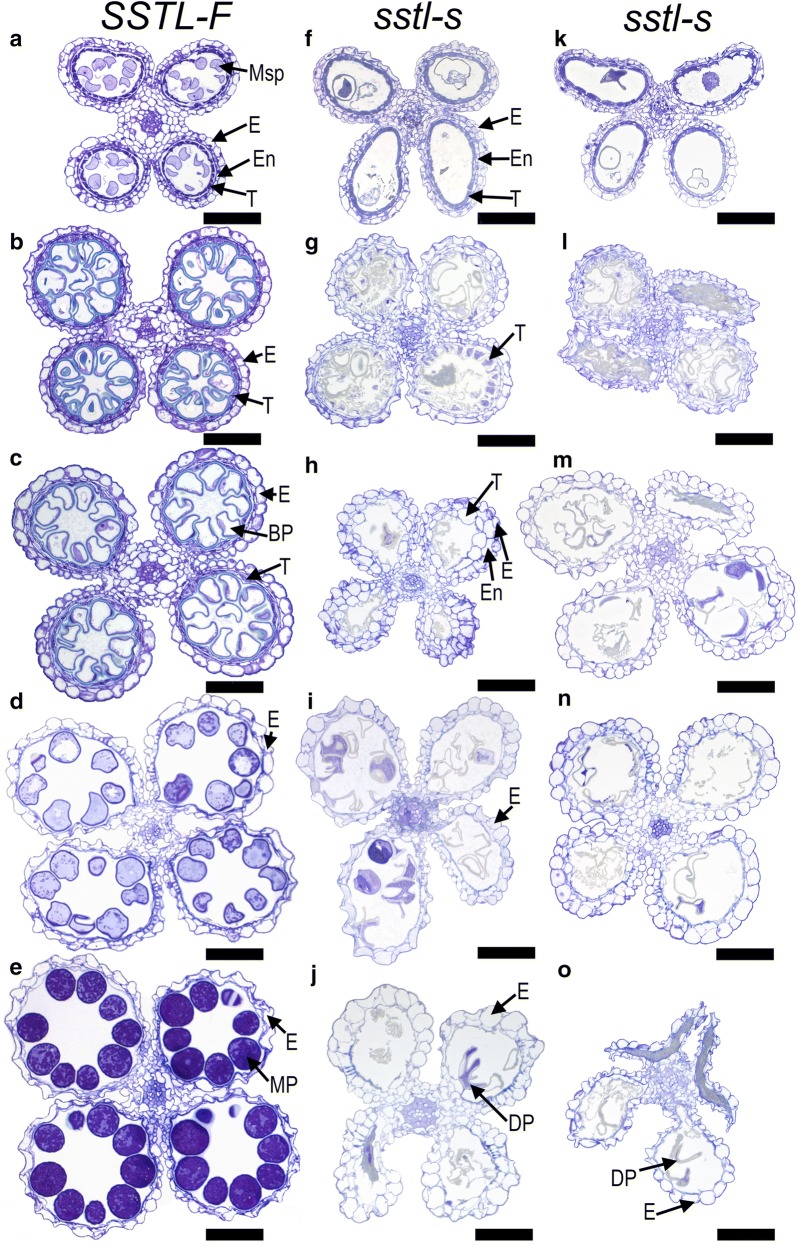
Cytological observation of cross sections from developing anthers. **a** Anthers at young microspore stage (YM) with epidermis, endothecium, middle layer, and tapetum layers of *SSTL*-*F* and **f**, **k** *sstl*-*s*. **b** At vacuolated pollen stage (VP), when the microspores formed vacuolated in *SSTL*-*F* and **g**, **l** *sstl*-*s*. **c** At early pollen mitosis stage (EpM), when microspores went through the first mitosis and became bicellular pollen in *SSTL*-*F* and **h**, **m** *sstl*-*s*. **d** At late pollen mitosis stage (LpM), when microspores went through the second mitotic division for two sperm cells in *SSTL*-*F* and **i**, **n** *sstl*-*s*. **e** At mature pollen stage (Mp), when microspores were in the plump roundness shape of *SSTL*-*F* and **j**, **o** *sstl*-*s*. *BP* bicellular pollen, *DP* defective pollen, *E* epidermis, *En* endothecium, *MP* mature pollen, *Msp* microspore parietal cell, *T* tapetum. Bars = 80 μm

To better understand the defective pollen of sterile *sstl*-*s* during pollen development, we used TEM analysis for the structure of anthers and microspores in the wild type and mutant. During VP stage, consistent with the previous studies, both tapetal cells of fertile *SSTL*-*F* and sterile *sstl*-*s* degenerated and thus promoted orbicule formation (Fig. 4a, d, g). The orbicules were constructed as a cone shape with the high electronic denseness of the tapetum inner side layer to provide a lipid component for the pollen exine (Zhang et al. 2010). The orbicule and pollen exine (at tectum, bacular and nexine) were darker under TEM, which indicates concentrated lipid accumulation. The orbicule and exine were much darker in fertile *SSTL*-*F* than sterile *sstl*-*s*, which suggests less lipid content in the *sstl*-*s* anther (Fig. 4b, e, h). At LpM stage, the structure of exine was complete, shown as bridge-like, with ordered tectum, bacular and nexine (Fig. 4b), whereas the exine of *sstl*-*s* contained no space between the tectum and nexine, so it became a messy aggregation in exine (Fig. 4e). The other type of abnormal exine in sterile *sstl*-*s* was the defective bridge-like shape in the pollen wall (Fig. 4h). Mature pollen of fertile *SSTL*-*F* contained conspicuous intine (Fig. 4c), whereas intine was absent in *sstl*-*s* (Fig. 4i). Intine contains a high amount of polysaccharides (Caffall and Mohnen 2009). In addition, intine formation is controlled by glycosyltransferase, and complete intine would determine the accumulation of starch, protein, and other important contents for mature pollen grain (Moon et al. 2013). Sterile *sstl*-*s* exhibited completely defective intine, leading to defective pollen grain accumulation at Mp stage (Fig. 4f, i). Besides, the endothecium and tapetum layers of fertile *SSTL*-*F* decreased entirely to a thin surface at Mp stage (Fig. 4c) rather than the slight reduction in *sstl*-*s* anthers (Fig. 4i).

**Fig. 4:**
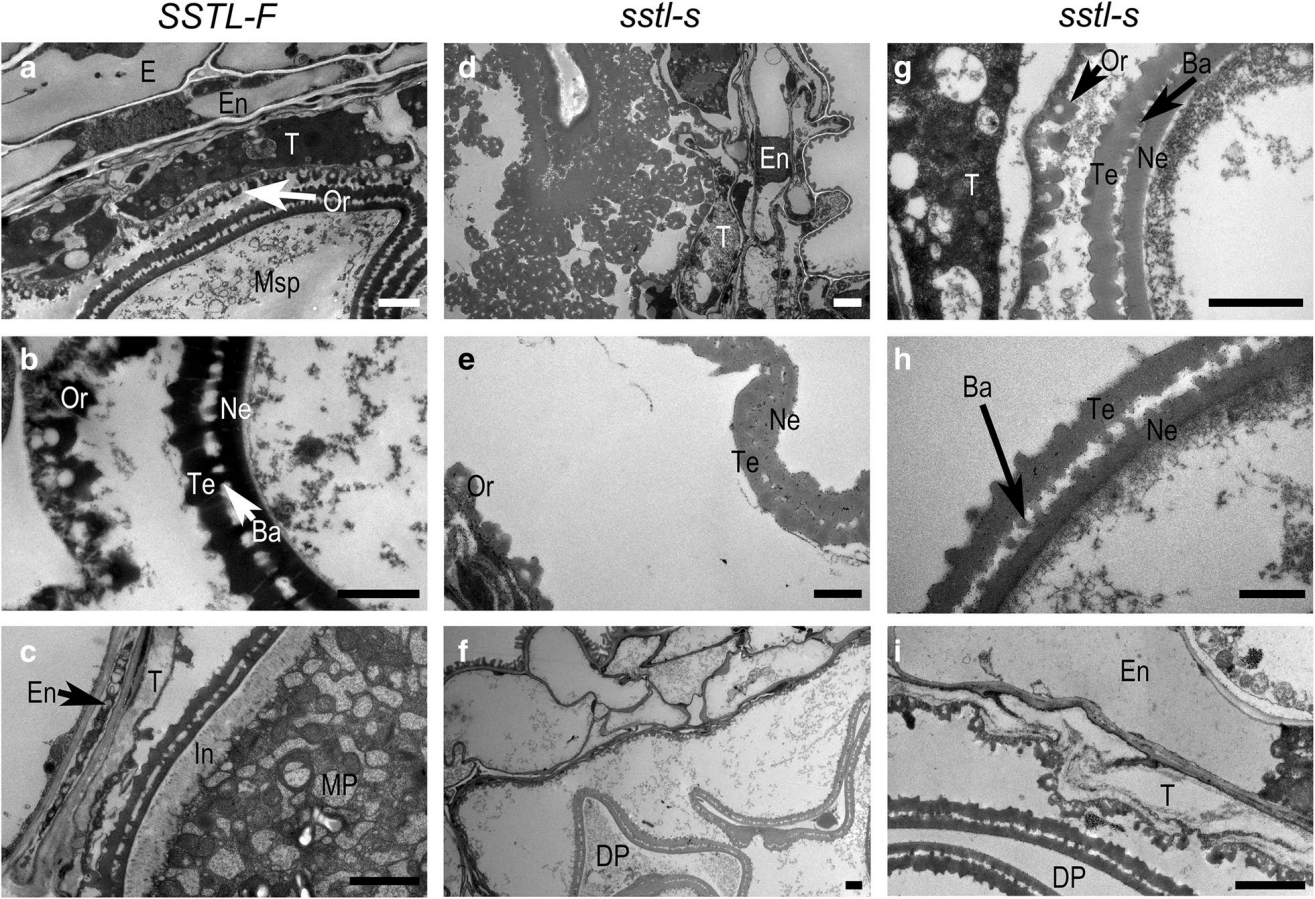
TEM analysis of anther development in *SSTL*-*F* and *sstl*-*s*. **a** At vacuolated pollen stage (VP), when the tapetal cell was decomposed to generate orbicules in *SSTL*-*F* and **d**, **g** *sstl*-*s*. Bars = 2 μm. **b** At late pollen mitosis stage (LpM), when the tapetum was degraded, and the pollen wall of microspores integrated completely in *SSTL*-*F* and **e**, **h** *sstl*-*s*. Bars = 1 μm. **c** At mature pollen stage (Mp), when endothecium degenerated and microspores were in the plump round shape with puffy intine of *SSTL*-*F* and **f**, **i** *sstl*-*s*. Bars = 2 μm. *Ba* Bacular, *DP* defective pollen, *E* epidermis, *En* endothecium, *In* intine, *MP* mature pollen, *Msp* microspore, *Ne* nexine, *Or* orbicule, *T* tapetum, *Te* tectum

We measured the area of anther locule with more than 20 individual anthers for *SSTL*-*F* and *sstl*-*s*. The defective anther locules in *sstl*-*s* were less than half of those in *SSTL*-*F* (Fig. 5). The minimum anther locule area of *sstl*-*s* was about 0.5 × 1000 μm^2^ at LpM and Mp stages and was consistent with the cross section of *sstl*-*s* anthers (Fig. 3j, o). The statistical analysis of the anther locule area from *sstl*-*s* also gave similar findings of a small anther locule or unexpanded anther in *sstl*-*s* (Fig. 2e–h). This information suggests that the abnormal anther locule results in a shrunken and un-developmental anther in *sstl*-*s*.

**Fig. 5:**
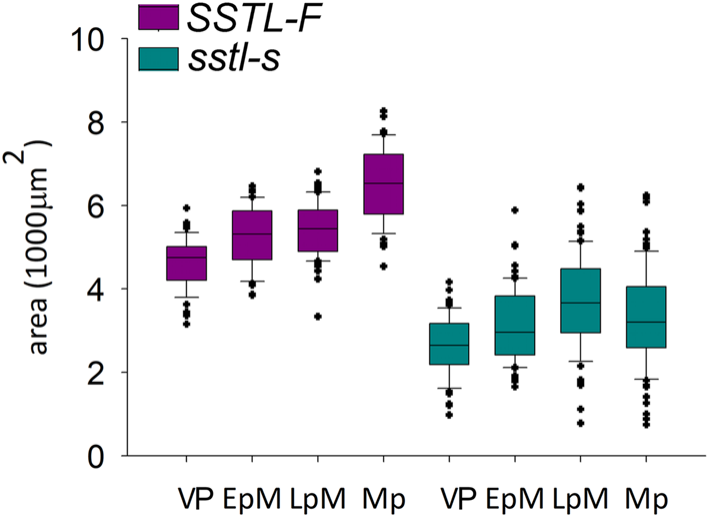
Area of anther locules in *SSTL*-*F* and *sstl*-*s*. More than 20 individual anthers were calculated from each sample stage. *VP* vacuolated pollen stage, *EpM* early pollen mitosis stage, *LpM* late pollen mitosis stage, *Mp* mature pollen stage. Horizontal line is median, box edges are Q1–Q3 and whiskers are range

### Transcriptomics analysis of the *sstl*-*s* mutant

With the morphologic observations of the *sstl*-*s* mutant, we considered that processes such as starch accumulation, sporopollenin, and pollen wall structure as well as biosyntheses such as sucrose, secondary production, and lipid component metabolism must be involved in the pollen maturation process. 

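RNA from anthers of fertile *SSTL-F* plants and sterile *sstl-s* plants, both segregants of the semi-sterile *sstl* line, was sequenced at the young microspore (YM) and late pollen mitosis (LpM) stages. In *SSTL-F*, microspores have left the tetrads at YM, and the second mitosis forms the sperm cells at LpM. The paper describes few released microspores in *sstl-s* at YM and defective pollen at LpM. The anthers compared may therefore differ in cell composition. There was 1 single-end library for each genotype and stage, 4 libraries in all, so no difference between them has a replicate check. The authors processed the reads with CLC Genomics Workbench 11 and RAP-DB gene models, and deposited for each library the number of reads counted on each gene beside RPKM, TPM and CPM columns. The paper states 10 M reads per sample. The deposited counts, which all values here use unless said otherwise, summed to 10161675 in *SSTL-F* YM, 11523243 in *SSTL-F* LpM, 11559430 in *sstl-s* YM and 11076871 in *sstl-s* LpM. The 10 most abundant genes held 2.97%, 3.93%, 2.11% and 3.44% of the counts in the same order. The smallest level that this depth can show, 3 counts, was 0.295, 0.260, 0.260 and 0.271 CPM of total counts. The counts were normalized over the 4 libraries by edgeR's TMM method, with factors of 0.955, 0.979, 1.055 and 1.013, and expressed as log2 fold-changes of *SSTL-F* over *sstl-s* with a prior count of 1, so that a positive value means a higher level in *SSTL-F*. Each log2 fold-change was given a 95% interval from the exact Clopper-Pearson interval of the share of the reads that fell in each library. The reads carried no molecular identifiers, so intervals and floors cover counting error only, not differences between plants or RNA preparations.
Of 35825 genes, 24543 had at least 10 counts in at least 1 library and are called expressed. At YM, 1040 expressed genes were at least 2-fold higher in *SSTL-F* and 2014 were at least 2-fold higher in *sstl-s*. At LpM, the numbers were 1615 and 1092. The whole interval lay past 2-fold for 231 and 435 of these genes at YM, and for 473 and 231 at LpM. These numbers depended on the setting. With the authors' RPKM column on a log2(RPKM + 1) scale they were 232 and 927 at YM and 435 and 465 at LpM, where the larger side changed to *sstl-s*. Without the filter on counts they were 2211 and 3095 at YM and 2543 and 1902 at LpM. The paper, Table S3 and Table S4 name 53 genes by RAP-DB ID. Of these, 12 were listed by ID, 37 were matched by gene name and place in the authors' gene order, and 4 were not analysed here because their gene could not be settled in this way.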

To discuss thoroughly the biosynthesis pathways, we compared transcriptomics of different anther stages between *SSTL*-*F* and *sstl*-*s* (Fig. 6). The heat map illustrated five clusters with specific differentially expressed genes. 

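Table S4 assigns 43 genes to the 5 heat-map clusters, and 39 of them were matched to a gene. In cluster I, all 4 matched genes had their highest normalized count in *sstl-s* LpM, with a median log2 fold-change of -0.11 at YM and -0.53 at LpM, and none was 2-fold different. Cluster II held 1 gene, which was highest in *sstl-s* YM. The 22 matched genes of cluster III were highest in *SSTL-F* LpM, with medians of 0.43 at YM and 0.87 at LpM, and 3 and 6 of them were at least 2-fold higher in *SSTL-F*. The 4 matched genes of cluster IV were highest in *SSTL-F* YM, with medians of 1.497 at YM and 0.25 at LpM. The 8 matched genes of cluster V were higher in *SSTL-F* at both stages, with medians of 0.94 and 0.88. For Os11g0696200 in cluster V the log2 fold-change at LpM was 0.01, and its interval of -0.03 to 0.05 includes 0. The genes were listed because of these patterns, so the 39 of 39 that followed them describe the clusters and do not test them. With library size only, with quantile normalization and with the RPKM column, 38 of 39 genes followed the pattern.

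**Figure D1:**
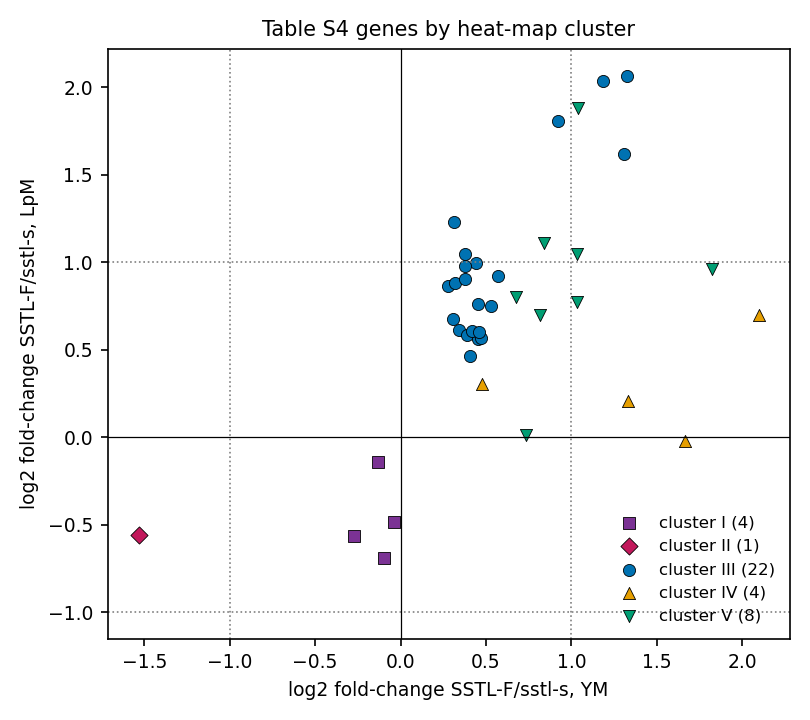
Log2 fold-change of *SSTL-F* over *sstl-s* at YM (x axis) and LpM (y axis) for the 39 matched genes of Table S4, 1 point per gene, with marker shape and colour giving the heat-map cluster and dotted lines at 2-fold. Cluster I and II genes lie below 0 at both stages, cluster III genes reach 2.07 at LpM, and cluster IV genes reach 2.10 at YM but 0.70 at LpM.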

Clusters I and II were upregulated genes from *sstl*-*s* in LpM and YM stages, clusters III and IV were specifically upregulated genes from *SSTL*-*F* in LpM or YM stages individually, and cluster V genes were upregulated in both YM and LpM stages from *SSTL*-*F* (Fig. 6a). From these five clusters, several genes listed in Additional file 5: Table S3 were selected for validation with real-time q-PCR analysis (Fig. 6b, c). 

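Of the 21 genes in Table S3, 20 were matched. Their median log2 fold-change was 0.99 (95% counting interval 0.87 to 1.055) at YM and 1.05 (1.01 to 1.16) at LpM. At each stage 17 genes were above 0 and 3 below. The values ran from -1.53 to 3.95 at YM and from -0.56 to 3.51 at LpM, and 10 genes at YM and 12 at LpM were at least 2-fold higher in *SSTL-F*. The RPKM column moved this result most, to medians of 0.77 and 0.80. The remaining gene, caffeoyl-CoA O-methyltransferase (Os08g0498100), was left out because 2 genes carry that name. One of them had log2 fold-changes of 0.90 and 0.62 at YM and LpM, and the other -0.33 and -0.24. The values of Table S3 for this ID are positive at both stages, which argues against the second of these genes. The gene was still left out, because a choice made on these values would fix its own comparison with Table S3.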

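The q-PCR values were not analysed here. On the RNA-seq side, the counting error of a Table S3 gene depended on its level. For the ATP synthase g-chain gene (Os07g0513000), with 199 and 192 counts in *SSTL-F* and *sstl-s* at YM, the log2 fold-change was 0.38 (0.09 to 0.68). At LpM, with 616 and 296 counts, it was 1.05 (0.85 to 1.25). Cytosolic glutamine synthetase 1 (Os02g0735200) had 2823 and 2586 counts at YM and a log2 fold-change of 0.46 (0.38 to 0.53), against 0.76 (0.69 to 0.83) at LpM. Cellulose synthase A catalytic subunit 8 (Os07g0208500) had log2 fold-changes of 0.73 (0.67 to 0.80) at YM and 1.03 (0.97 to 1.09) at LpM.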

The expression pattern between RNA-seq and q-PCR was similar and had almost equal log_2_ fold-change. The q-PCR expression of these selected genes also matched the heat map distribution in the five clusters; for example, genes in Os03g0236200, Os04g0486600, and Os10g0167300 were upregulated only in *sstl*-*s*; Os10g0524500, Os03g0429800, Os01g0854800 and Os08g0131100 of *SSTL*-*F* were significantly upregulated in YM with more than two-fold change on both RNA-seq and q-PCR; Os11g0210100, Os03g0234900, Os05g0209600, and Os05g0518300 of *SSTL*-*F* were particularly highly expressed in LpM; and Os02g0626100, Os02g0106100, Os05g0542800, and Os06g0156600 of *SSTL*-*F* had two-fold higher expression in both YM and LpM (Fig. 6b, c). 

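In the RNA-seq counts, glutamate decarboxylase 3 (Os03g0236200) had log2 fold-changes of -1.53 at YM and -0.56 at LpM. GAPDH (Os04g0486600) had -0.27 and -0.56, both intervals excluding 0. Enolase 2 (Os10g0167300) had -0.04 at YM, where the interval of -0.08 to 0.0025 includes 0, and -0.49 at LpM. With library size only its value at YM was -0.18, further below 0 than the counting error. Among the genes described for YM, the log2 fold-change there was 1.72 (1.67 to 1.76) for Os10g0524500, 1.33 (1.29 to 1.37) for Os03g0429800, 2.10 (1.91 to 2.29) for Os01g0854800 and 1.17 (1.15 to 1.20) for Os08g0131100. For Os08g0131100 the value at LpM was 0.03 (0.01 to 0.05). Among the genes described for LpM, Os11g0210100 rose from 1.19 at YM to 2.03 at LpM, Os03g0234900 from 0.92 to 1.81, Os05g0209600 from 0.30 to 1.47, and Os05g0518300 from 0.60 to 1.86. The genes described for both stages had log2 fold-changes of 1.03 and 1.05 (Os02g0626100), 1.04 and 1.88 (Os02g0106100), 1.17 and 1.72 (Os05g0542800), and 1.023 and 1.35 (Os06g0156600) at YM and LpM. At YM the lower bounds of these 4 genes were 0.99, 0.87, 0.88 and 0.88, below the 2-fold line of 1.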

Meanwhile, two late pollen preference genes, Os09g0381400 (similar to Ervatamin C) and Os09g0388400 (HAD-superfamily hydrolase-like), were also expressed in fertile pollen grains (Fig. 6b, c) (Moon et al. 2018). 

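Os09g0381400 had 86 counts in *SSTL-F* YM and 55 in *sstl-s* YM, and 1824 and 535 at LpM. Its log2 fold-change was 0.96 (0.47 to 1.49) at YM and 1.76 (1.62 to 1.90) at LpM. It rose from YM to LpM in both genotypes, by 4.18 on the log2 scale in *SSTL-F* and 3.38 in *sstl-s*. Os09g0388400 had 77.6 CPM (normalized counts, TMM) in *SSTL-F* YM and 34.6 in *SSTL-F* LpM, against 5.01 and 3.03 in *sstl-s*. Both genes thus had reads in the sterile anthers as well.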

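The raw counts of Os09g0388400 were 752 in *SSTL-F* and 60 in *sstl-s* at YM, and 389 and 33 at LpM. After normalization this was a 15.5-fold difference at YM, a log2 fold-change of 3.95 (3.60 to 4.38), and an 11.4-fold difference at LpM, a log2 fold-change of 3.51 (3.04 to 4.11). The intervals of the 2 stages overlap.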

The expression of Os09g0388400 was 16-fold higher in fertile *SSTL*-*F* than *sstl*-*s*, which indicated that the sterile *sstl*-*s* anther contained a high amount of defective pollen grains.

**Fig. 6:**
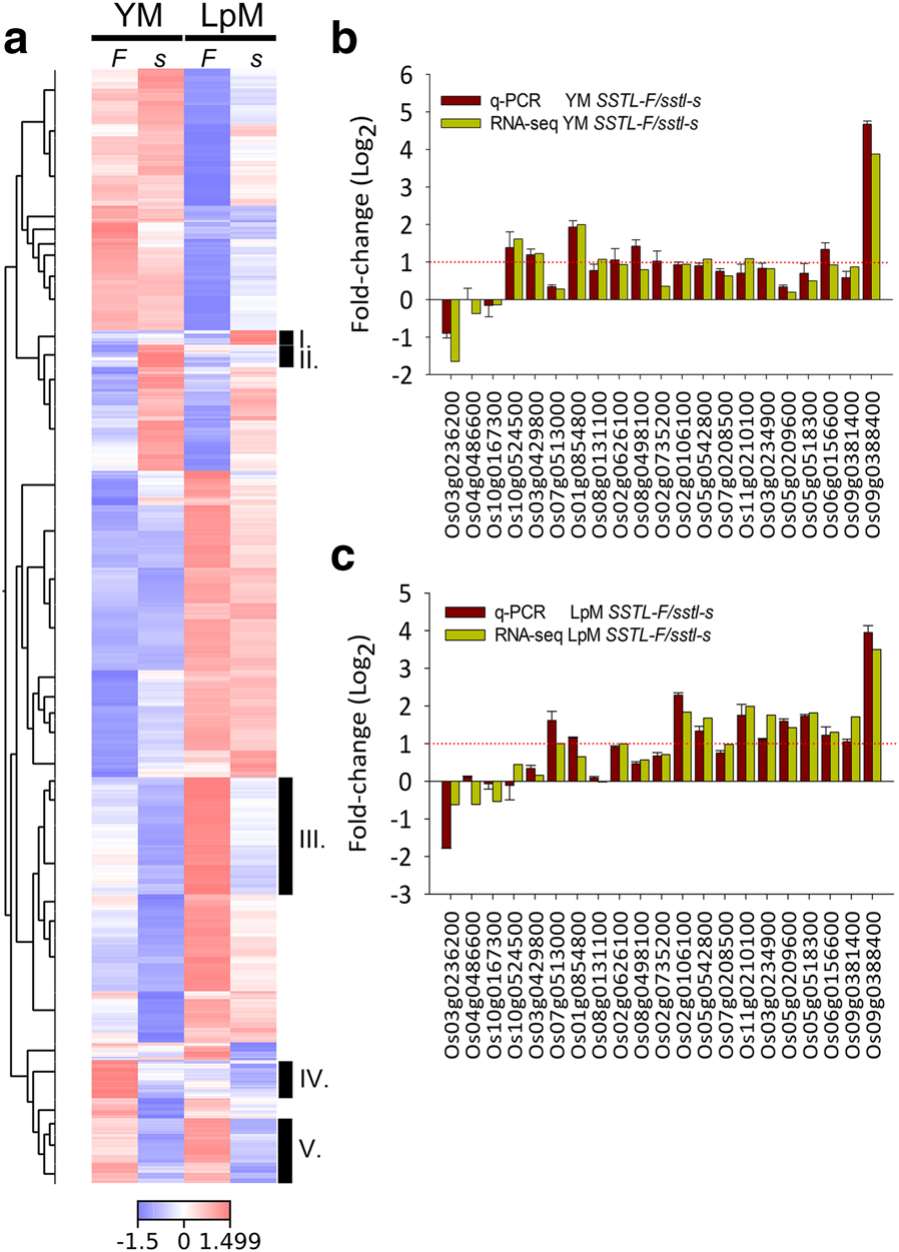
Gene expression pattern in different anther stages. **a** Heat-map analysis of RNA-seq data in YM and LpM stage for fertile and sterile anthers. **b** Relative contribution of fold changes between RNA-seq and qPCR data in YM and **c** LpM. Gene expression of q-PCR data normalized to that of *OsUBI*, *OsACT11*, *OsUBQ5*, and *eEF*-*1α*. *YM* young microspores stage, *LpM* late pollen mitosis stage, *I* a cluster with specific upregulated genes of *sstl*-*s* in LpM, *II* a cluster with specific upregulated genes of *sstl*-*s* in YM, *III* a cluster with specific upregulated genes of *SSTL*-*F* in LpM, *IV* a cluster with specific upregulated genes of *SSTL*-*F* in YM, *V* a cluster of *SSTL*-*F* upregulated genes in both YM and LpM stages, *F* fertile, *s* sterile. Data are mean ± SD

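Over the 24543 expressed genes, the Pearson correlation of log2 normalized counts across genes was 0.962 between *SSTL-F* YM and *sstl-s* YM, and 0.958 between *SSTL-F* LpM and *sstl-s* LpM. Between stages it was 0.922 within *SSTL-F* and 0.958 within *sstl-s*, and 0.952 between *SSTL-F* YM and *sstl-s* LpM. It was lowest, 0.902, between *SSTL-F* LpM and *sstl-s* YM. These correlations are across genes, which are not independent replicates.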

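For class III peroxidases and cytochrome P450s, all expressed genes that carry the family name in the annotation were pooled into sets. The set's median log2 fold-change was placed among 10000 random lists of named genes with the same size and matched on mean expression. The 66 expressed class III peroxidase genes had medians of 0.30 at YM and 0.43 at LpM, above all of the random lists at both stages (percentile 100). At LpM, 21 of them were at least 2-fold higher in *SSTL-F* and 3 in *sstl-s*. The 12 cytochrome P450 genes had medians of 0.30 at YM (percentile 94.5) and 0.04 at LpM (percentile 41.1), both inside the central 95% of the random lists. This family moved most with its definition. With the genes whose names are written P-450 included, a choice made after the names were seen, 36 genes had medians of 0.29 and 0.31 at percentiles 99.7 and 99.2. At YM, xanthine dehydrogenase (Os03g0429800) had 1420 CPM in *SSTL-F* and 565 in *sstl-s*, and the P450 gene Os01g0854800 had 105 and 24.4. At LpM, fructosyl transferase (Os02g0106100) had 141.9 and 38.5, polygalacturonase-like 9 (Os05g0542800) had 59.4 and 18.0, and the peroxidase genes Os11g0210100 and Os03g0234900 had 70.1 and 17.1, and 175 and 50.1.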

The transcriptomics analysis also revealed that the sterile *sstl*-*s* anther genes contained low expression of biosynthesis pathway genes such as xanthine dehydrogenase (Os03g0429800), which participates in purine metabolism; the catalytic cycle of cytochrome P450 (Os01g0854800 and Os08g0131100), involved in secondary metabolites synthesis for exine formation; class III peroxidase (Os11g0210100 and Os03g0234900), which uses electrons in ox-reduction reaction to manipulate phenolic compound synthesis and secondary metabolites; GDSL esterase (Os05g0209600, Os05g0518300, and Os06g0156600), related to lipolytic enzymes and thus controlling pollen wall structure; fructosyl transferase (Os02g0106100), participating in starch composition of mature pollen grains; and the polygalacturonases-like 9 (Os05g0542800), involved in carbohydrate metabolism of polysaccharides for intine utilization. We used Rice Anther Expression Plots analysis to confirm that these significant transcripts of pollen development were expressed during anther-specific stages (Additional file 6: Figure S3). For instance, genes that appear from later meiosis to uninucleate microspore stage were consistent with our data in the YM stage. No Pollen 1 (Os10g0524500), xanthine dehydrogenase (Os03g0429800), and cytochrome P450 86A7-2 (Os01g0854800) were specifically upregulated in YM only, which was identical to the pattern in Rice Anther Expression Plots analysis. 

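At LpM the log2 fold-change of Os10g0524500 was 0.49 (0.45 to 0.53), that of Os03g0429800 was 0.21 (0.15 to 0.26), and that of Os01g0854800 was 0.70 (0.49 to 0.92). None reached 2-fold at this stage, and all 3 intervals stayed above 0. From YM to LpM, the 3 genes fell in *SSTL-F*, with log2 changes of -0.59, -1.45 and -1.29. In *sstl-s* the changes were 0.64 for Os10g0524500, -0.33 for Os03g0429800 and 0.11 for Os01g0854800, where the interval of -0.13 to 0.34 includes 0.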

Os02g0106100, Os05g0542800, Os11g0210100, and Os09g0388400, significant genes in LpM stage, also responded to the same stage of bicellular pollen and mature pollen stage as in Rice Anther Expression Plots.

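The log2 change from YM to LpM in *SSTL-F* was 0.90 (0.78 to 1.03) for Os02g0106100, 1.13 (0.92 to 1.34) for Os05g0542800 and 1.27 (1.07 to 1.47) for Os11g0210100. In *sstl-s* the same genes changed by 0.06 (-0.13 to 0.26), 0.58 (0.27 to 0.90) and 0.42 (0.11 to 0.74). Os09g0388400 changed by -1.17 (-1.35 to -0.99) in *SSTL-F* and by -0.72 (-1.40 to -0.11) in *sstl-s*, so its level was lower at LpM than at YM in both genotypes.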

## Discussion

### Somaclonal variation might cause the *sstl* trait

On cosegregation of the T-DNA insertion and sterile phenotype of two TRIM mutants M0024091 and M0017896, SUMO E3 ligase *SIZ1* and *bHLH142* were found to control male sterility via anther dehiscence and PCD of tapetum (Thangasamy et al. 2011; Ko et al. 2014). However, in the current study, the phenotype (sterility) and genotype (T-DNA insertion) did not cosegregate in the TRIM mutant M0037841. Previous studies have shown that rice T-DNA insertional mutants, such as *Tos17* and TRIM, show low tagging efficiency (Droc et al. 2013; Wei et al. 2016b; Wu et al. 2017). The transformation was frequently used to study both forward and reverse genetics in knockdown/knockout mutants, overexpression lines, and T-DNA activation tagging lines, etc. In rice transformation, the procedure included repetitive tissue culture steps such as rice embryogenic callus generation, antibiotic selection of callus, and seedling regeneration. This long-term cullus growth period may lead to somaclonal variation including single nucleotide polymorphism (SNP), indels, chromosome doubling, and chromosome translocations (Wei et al. 2016a). From 600 to 2000 SNPs/indels per plant may occur during rice regeneration and transformation in the TRIM mutants (Wei et al. 2016a). Thus, this M0037841 semi-sterile *sstl* mutation might be also caused by somaclonal variations during transformation.

From the developmental morphology of *sstl* progeny segregates, the completely sterile *sstl*-*s* line inherited the sterility and showed defects in anther locule and pollen grain. This kind of somaclonal variation might be applied to crop improvement with stable heritability and also may speed up the breeding process and replace traditional crossbreeding (Jain 2001). Additional file 2: Table S2 illustrates that 6 T-DNA insertional mutant lines have normal fertility. 

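The *Mei2-like* gene Os02g0517531 was transcribed in all 4 libraries, with 9094 counts in *SSTL-F* YM, 8212 in *SSTL-F* LpM, 7807 in *sstl-s* YM and 9515 in *sstl-s* LpM. Its log2 fold-change was 0.55 (0.51 to 0.59) at YM and -0.22 (-0.26 to -0.18) at LpM. The plants that gave these libraries are described by their fertility, and whether they carried the T-DNA was not analysed here.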

From TRIM database information, we already know that the T-DNA insertion site of M0037841 locates in the exon of a *Mei2*-*like* protein (Os02g0517531). *Mei2*-*like* of *Arabidopsis* is a regulator of meiosis and expressed in gametes of pollens (Kaur et al. 2006). The rice genome contains 6 *OsMei2*-*like* genes (Anderson et al. 2004). Thus, M0037841 might maintain fertility because of the gene abundance.

### Defective events start in microsporangia in the *sstl*-*s* mutant

From the cytological observation of anther morphology, we investigated the microspores of the sterile mutant *sstl*-*s* from YM to Mp stages and discovered that the early stage of microspore development is unusual and defective (Fig. 3f–o). 

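Among genes with at least 100 counts in the higher library, Os09g0388400 had the largest log2 fold-change towards *SSTL-F* at YM, where the next gene, named P-450 76M8, had 3.21. At LpM it ranked 2, after Os10g0149800 with 3.99.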

The expression of the later pollen preference gene HAD-superfamily hydrolase-like (Os09g0388400) is extremely high in fertile *SSTL*-*F*, which indicates a severe defect in this expression in the mutant *sstl*-*s*. Significant downregulation of HAD-superfamily hydrolase-like may occur because *sstl*-*s* has empty defective pollen or even no microspores produced in anther locules (Fig. 3f–o). Moreover, the mutant *sstl*-*s* has abnormal and defective anthers in slender twig-like or even “X”-like shapes during microsporangia development stage (Additional file 4: Figure S2). A recent study of the rice SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE 6 (SPL6) mutant *spl6*-*1* also showed a cell death phenotype in the panicle and the distorted anther in a “X”-like shape, signaling damaged microsporangia development (Wang et al. 2018). *OsSPL6* directly repressed inositol-requiring enzyme 1 (*IRE1*) expression as a transcriptional repressor. Also, overexpressed *IRE1* was an endoplasmic reticulum stress sensor resulting in a cell death phenotype of panicle (Wang et al. 2018). Un-developmental microsporangia of the *spl6*-*1* mutant led to sterility, including white spikelet and yield loss; the mutant also showed a significant reduction in panicle length, spikelet number, seed setting rate, and 1000 grain-weight. However, the *spl6*-*1* mutant had no effect on plant height and number of panicle branches and thus was similar to *sstl*-*s*. In *Arabidopsis*, the expression of *SPL1* and *SPL12* increased heat tolerance during the reproductive stage and promoted seed production under heat stress. Without functional *SPL1* and *SPL12*, the inflorescences of *Arabidopsis* showed dead cells and seeds were aborted (Chao et al. 2017). From morphological characterization, the microsporangia development of *sstl*-*s* has been destroyed, similar to the anthers of the *spl6*-*1* mutant with an “X”-shape of early developmental anthers. From the genome sequence data, we confirm that *sstl*-*s* has no mutation in *OsSPL6* (data not shown). The defective pollen and the “X”-like defective anther of *sstl*-*s* imply that microsporangia development is defective; thus, no sporogenous cells are produced in abnormal anther locules during early anther development.

### Several biosynthetic pathways are affected in *sstl*-*s*

Our studies indicate the pollen in the mutant *sstl*-*s* is severely reduced, with abnormal pollen wall in exine and intine, shrunken pollen grains, low pollen viability and no pollen grain germination. From comparative transcription analysis, the RNA-seq data was substantiated by q-PCR assay illustrating that our silicon data are as reliable as the actual expression on real-time q-PCR (Fig. 6b, c). We evaluated the difference in transcriptomics between *sstl*-*s* and *SSTL*-*F* as compared with reference homologs from the KEGG database and tried to understand the multiple impacts on sterility. From the 5 significant transcript heat map clusters (Fig. 6a) and EXPath Tool analysis (Additional file 7: Table S4), clusters I and II revealed that transcripts of *sstl*-*s* are involved in degradation of carbon metabolism and amino acid metabolism, such as glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (Os04g0486600), enolase 2 gene (Os10g0167300), and glutamate decarboxylase 3 (*OsGAD3*) (Os03g0236200). 

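GAPDH had 741 CPM in *SSTL-F* and 895 in *sstl-s* at YM, and 759 and 1122 at LpM. For enolase 2 the levels were 907 and 932 at YM, and 816 and 1143 at LpM. The other matched genes of cluster I, Os09g0424300 and Os10g0478200, had log2 fold-changes of -0.69 and -0.14 at LpM. No gene of cluster I was 2-fold higher in *sstl-s*. The 35 expressed genes annotated to glycolysis had a median log2 fold-change of 0.04 at YM (percentile 15.8 of random lists matched on expression) and 0.02 at LpM (percentile 47.5). The sign of these medians followed the scaling of all genes, being negative with library size only, at -0.11 and -0.03, while the percentiles stayed at 15.2 and 47.2.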

In gluconeogenesis, GAPDH participates in glycolysis at the 6th step to break down glucose for energy contribution and enolase 2 catalyzes 2-phosphoglycerate (2-PG) to phosphoenolpyruvate from the 9th or second to the last step of glycolysis (Yang et al. 2015; Swain et al. 2017). The expression of *OsGAD3*, which catalyzes glutamate to γ-aminobutyric acid for glutamate degradation (Zhang et al. 2007; El-Kereamy et al. 2012), was increased in *sstl*-*s*. 

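*OsGAD3* (Os03g0236200) had 78 counts in *SSTL-F* and 286 in *sstl-s* at YM, and the 95% interval of its log2 fold-change was -1.93 to -1.18. At LpM it had 44 and 65 counts, and the interval of -1.16 to 0.0031 just includes 0. With library size only (-0.61) and quantile normalization (-0.62) the value was below 0 by more than the counting error of 0.597. It was within that error with DESeq2 size factors (-0.54), prior counts of 0.25 (-0.57) and 5 (-0.52), the RPKM column (-0.52) and TMM per stage (-0.56). The gene fell from YM to LpM in both genotypes, with log2 changes of -1.03 in *SSTL-F* and -2.0 in *sstl-s*.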

In clusters III, IV, and V, the upregulated genes of fertile *SSTL*-*F* share similar functions, such as phenylalanine metabolism, cutin/suberine/wax biosynthesis, secondary metabolites, flavone/flavonol biosynthesis, and starch/sucrose metabolism (Additional file 7: Table S4). 

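The 33 expressed genes annotated to phenylpropanoid synthesis had a median log2 fold-change of 0.28 at YM and 0.42 at LpM, at percentiles 99.8 and 100 of the matched random lists. Of the single genes in these clusters, Os03g0338000 in cluster III had 1.33 at YM and 2.07 at LpM, and Os11g0661600 had 1.31 and 1.62. In cluster IV, Os05g0427400 had 1.67 at YM, whereas its -0.02 at LpM had an interval of -0.19 to 0.14 that includes 0. In cluster V, Os08g0157500 had 1.82 and 0.96, and Os03g0749300 had 0.84 and 1.11.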

We also performed MapMen analysis and illustrated that biosynthetic pathways in cell wall, lipids, secondary metabolism, and starch are affected in *sstl*-*s* (Fig. 7). 

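The same comparison with random lists was made for gene sets chosen by words in the gene names. The 198 expressed genes annotated to fatty acids and lipids had a median log2 fold-change of 0.25 (95% counting interval 0.19 to 0.28) at YM and 0.39 (0.31 to 0.45) at LpM, above all random lists at both stages. The 47 lipid transfer protein genes had 0.28 (0.09 to 0.39) and 0.71 (0.52 to 0.80), at percentiles 99.9 and 100. Without the filter on low counts, the lipid transfer proteins lay at percentile 90.8 at YM. The 131 cell wall genes had 0.12 (0.10 to 0.21) at YM, at percentile 93.1 and inside the range of random lists, and 0.46 (0.41 to 0.55) at LpM, at percentile 100. The call for cell wall genes at YM depended on the setting, with percentiles of 98.7 with quantile normalization, 99.0 with the RPKM column, where the median was -0.01, 99.9 with at least 50 counts and 49.8 without a filter. The 29 ribosomal protein genes, a set taken for comparison, lay on the other side, with -0.20 (-0.24 to -0.12) and -0.40 (-0.44 to -0.34), below all random lists. With 1 library per genotype and stage, these percentiles describe the libraries. From the MapMan overview of the genes upregulated in fertile anthers (Fig. 7), the paper states that biosynthetic pathways of the cell wall, lipids, secondary metabolism and starch were affected in *sstl-s*.

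**Figure D2:**
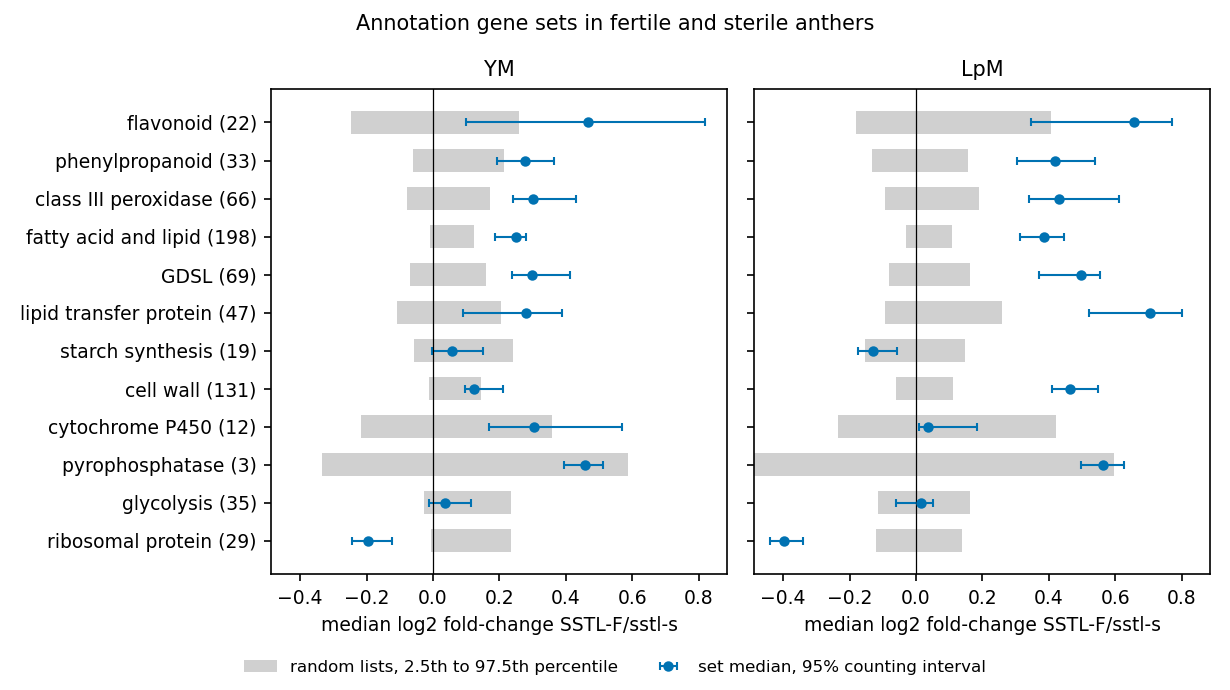
Median log2 fold-change of *SSTL-F* over *sstl-s* of 12 annotation gene sets at YM (left) and LpM (right), with the number of expressed genes in parentheses. Points are set medians with 95% counting intervals, grey bars span the central 95% of 10000 random lists, and the medians run from -0.40 for ribosomal proteins to 0.71 for lipid transfer proteins, both at LpM.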

Integral pollen exine was controlled by genes related to fatty acid components, secondary products, and cutin/wax biosynthesis for pollen wall conformation (Quilichini et al. 2015; Shi et al. 2015). Therefore, metabolic events are important in sporophytic development. For instance, a well-developed exine of pollen has a tightly bound fatty acid-like sporopollenin that organizes a bridge-like structure and then the fatty acid assembles aliphatic derivatives such as cutin and wax to form the pollen wall and anther cuticle (Li et al. 2010; Li-Beisson et al. 2013). These functional metabolisms in lipids and fatty acid are consistent with the observation of a rich lipid structure in *SSTL*-*F* exine TEM ultrathin section characterizations (Fig. 4). Meanwhile, lipid participates in phenolic secondary metabolites in flavonoid production. The flavonoids function as antioxidants to protect the plant against abiotic stress and biotic stress to clean superoxide anions O_2_^−^, hydrogen peroxide (H_2_O_2_), hydroxyl radicals (OH^−^), and singlet oxygen (^1^O_2_), etc. when these oxygen species (ROS) accumulate under stress (Hernández et al. 2009). In rice flowering stage, flavonoids protect anthers and pollens against ultraviolet damage and increase the bright yellow color to attract pollinators (Thompson et al. 2010; Ning et al. 2018). 

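The 22 expressed genes with flavonoid synthesis in their names had a median log2 fold-change of 0.47 (95% counting interval 0.10 to 0.82) at YM and 0.65 (0.34 to 0.77) at LpM, at percentile 99.97 and 99.92 of the matched random lists. Of these genes, 7 at YM and 6 at LpM were at least 2-fold higher in *SSTL-F*, against 1 and 0 in *sstl-s*. Without the filter on low counts the set lay at percentile 84.9 at YM, inside the range of random lists.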

Our data illustrate that sterile *sstl*-*s* shows downregulated flavonoid synthesis-related genes (Fig. 7 and Additional file 7: Table S4). Figure 2b, c also show white anthers and pollen grains, indicating no flavonoid accumulation. A male-sterile maize mutant of irregular pollen exine 1 (*ipe1*) also had defective pollen grains and abnormal pollen exine with low wax and flavonoid accumulation (Chen et al. 2017). With the secondary metabolomics essential for pollen development, any defect of these controlling genes may cause sterility and loss of yield production. The oxidative phosphorylation pathway may regulate secondary metabolites production and *Arabidopsis* soluble pyrophosphatases (*PPa3*) specifically present in root hairs and pollen tissues (Gutiérrez-Luna et al. 2018; Segami et al. 2018). Our transcriptional data also demonstrate that pyrophosphatase-related genes are upregulated only in fertile anthers and they might participate in a secondary metabolic pathway for pollen wall structure. 

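The 3 expressed genes annotated as pyrophosphatases had a median log2 fold-change of 0.46 (95% counting interval 0.39 to 0.51) at YM and 0.56 (0.50 to 0.63) at LpM, and none was 2-fold different. At both stages the median equalled the value of Os06g0644200, a cluster III gene of Table S4, so it is no result apart from that list. Os05g0114000 is not in the set, which held only genes given by name. The medians lay at percentiles 91.5 and 96.6 of random lists of 3 genes, inside the central 95%. With lists also matched on gene length they lay at 95.3 and 98.3, the latter outside it. The inorganic pyrophosphatase gene Os05g0114000 of Table S4 had 103 CPM in *SSTL-F* and 81.2 in *sstl-s* at YM, and 165 and 108 at LpM. The vacuolar pyrophosphatase gene Os06g0644200 had 346 and 252 at YM, and 444 and 301 at LpM. Both genes were thus higher in *SSTL-F* at both stages, with counting intervals of the log2 fold-change above 0. They were also transcribed in the sterile anthers at both stages.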

The starch accumulation of mature pollen is initiated from glucose-6-phosphate (Glc-6-P), which converts to Glc-1-P, and Glc-1-P then converts to ADP-glucose in the amyloplasts that depend on plastidic ADP-Glc synthesis (Lee et al. 2016). The starch in pollen grains may offer energy for pollen grains in maturation and germination. The I_2_KI staining (Fig. 2k) of wild-type and mutant pollen agrees with the expression difference in starch synthesis genes (Fig. 7 and Additional file 7: Table S4).

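The 19 expressed genes annotated to starch synthesis had a median log2 fold-change of 0.06 (95% counting interval -0.0031 to 0.15) at YM and -0.13 (-0.17 to -0.06) at LpM. These medians lay at percentiles 30.4 and 5.36 of the matched random lists, inside the central 95% of the lists. None of the 19 genes was at least 2-fold higher in *SSTL-F* at either stage, and 1 was at least 2-fold higher in *sstl-s* at each stage. The sign of the median at YM changed with the scaling of all genes, to -0.09 with library size only, while the percentile there was 30.4, and 45.4 with quantile normalization and 38.1 with the RPKM column. The set holds none of the genes of Table S3 and Table S4. The matched genes that Table S4 places in starch and sucrose metabolism were higher in *SSTL-F* at both stages. Their log2 fold-changes at YM and LpM were 1.04 and 1.88 for fructosyl transferase (Os02g0106100) and 0.84 and 1.11 for Os03g0749300. Sucrose synthase (Os03g0401300) had 0.67 and 0.80.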

**Fig. 7:**
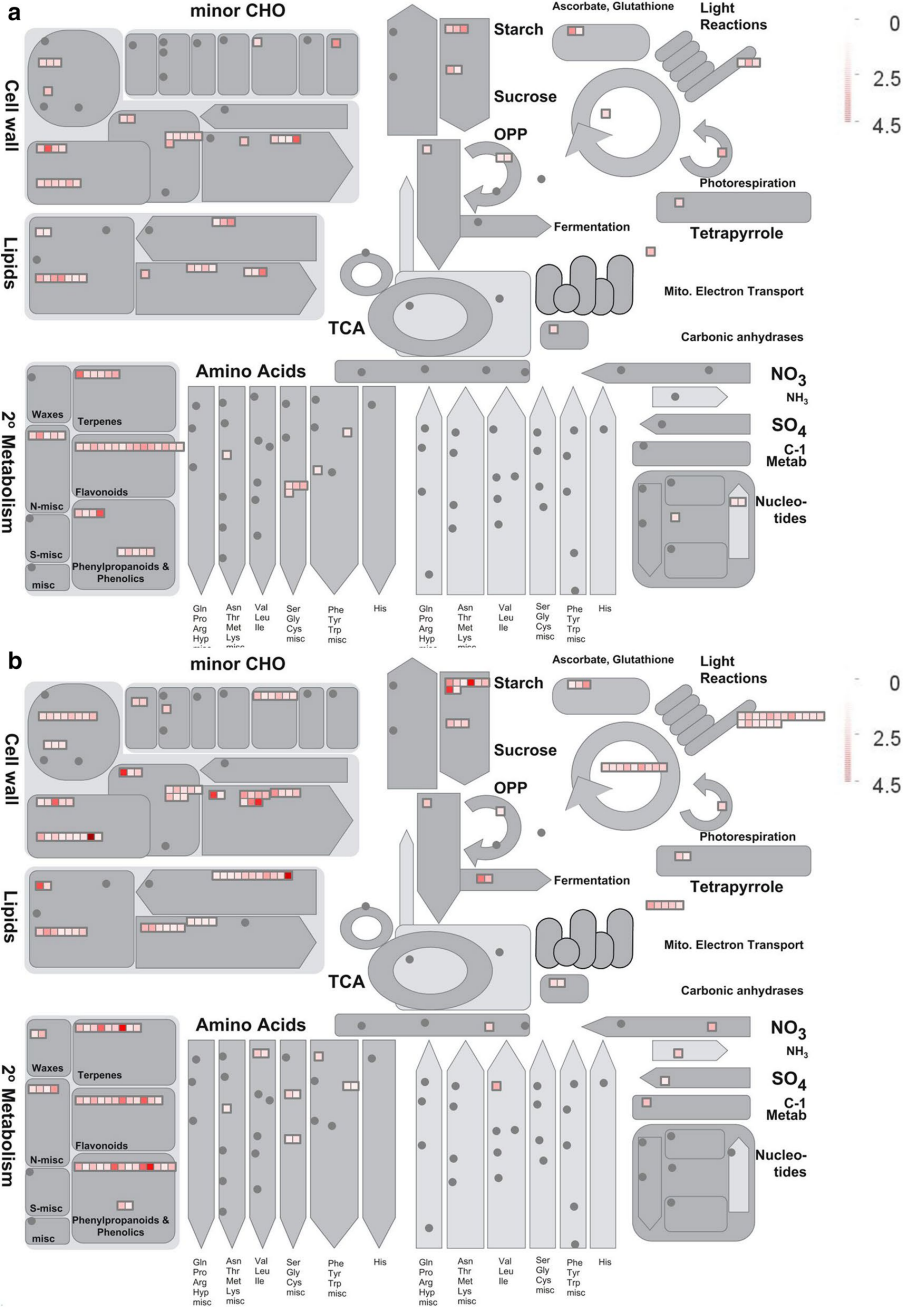
MapMan analysis of fertile upregulation genes in different anther stages. Metabolism overview of MapMan analysis in fertile upregulated genes at **a** YM stage and **b** LpM stage

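Among the genes at least 2-fold different between fertile and sterile anthers, those higher in *SSTL-F* were the more numerous in most of the metabolic sets. For fatty acid and lipid genes, 27 at YM and 41 at LpM were higher in *SSTL-F*, against 10 and 7 in *sstl-s*. For cell wall genes the numbers were 13 and 30 against 8 and 2, and for lipid transfer proteins 8 and 17 against 7 and 2. For phenylpropanoid genes they were 4 and 5 against 2 and 1. The exceptions were starch synthesis at both stages and P450 and glycolysis genes at LpM, each with 0 against 1 gene, and pyrophosphatases, with none on either side. With the wider P450 names the numbers at LpM were 3 against 2. Sets chosen by words in names can share genes, so the numbers of different sets are not to be added up.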

We also investigated several genes related to male-sterile phenotype. Rice No Pollen 1 (*NP1*) (Os10g0524500) of fertile pollen is expressed up to threefold that of the sterile *sstl*-*s* (Fig. 6b and Additional file 5: Table S3). 

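*NP1* had 14296 counts in *SSTL-F* and 5463 in *sstl-s* at YM, and 11038 and 7820 at LpM. After normalization it was 3.29-fold higher in *SSTL-F* at YM and 1.40-fold higher at LpM. In CPM, the level in *sstl-s* rose from 448 to 697 while that in *SSTL-F* fell from 1473 to 978.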

*NP1* regulates anther size and Ubisch body formation to contribute a pollen exine structure and manipulate fertility in pollen grains (Liu et al. 2017). The *np1*-*4* mutant has an irregular pollen granule, reductive cutin, and less cuticular wax in exine formation (Liu et al. 2017). 

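The 69 expressed genes annotated as GDSL esterases or lipases had a median log2 fold-change of 0.30 at YM (percentile 99.99 of the matched random lists) and 0.50 at LpM (percentile 100). At LpM, 16 of them were at least 2-fold higher in *SSTL-F* and 3 in *sstl-s*. From YM to LpM, the GDSL genes of Table S3 rose in *SSTL-F* by 1.96 (Os05g0209600), 1.38 (Os05g0518300) and 1.34 (Os06g0156600) on the log2 scale. In *sstl-s* they changed by 0.79, 0.12 and 1.01, and the interval of Os05g0518300, -0.22 to 0.46, includes 0. The latest stage sequenced was LpM, so mature pollen is not covered by these values.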

Rice lipid hydrolysis-related genes GDSLs are upregulated in mature pollen of *SSTL*-*F* (Fig. 6b–c and Additional file 5: Table S3). One GDSL was confirmed from *Brassica rapa*, known as extracellular lipase 6 (*BrEXL6*), which functions as a pollen development-related gene. Another case was *ZmMs30*, a maize GDSL, which was found essential for male fertility because the knockout *ZmMs30* mutant showed a disordered pollen wall and defective pollen grains (Ji et al. 2017; An et al. 2019).

## Conclusion

Here we report an untagged T-DNA insertional mutant M0037841 that has defective pollen and abnormal anthers from its *sstl* progeny segregaters. The abnormal anther locule is related to the damaged microsporangia and results in no microspore generation. The defective anther locule of *sstl*-*s* also illustrates the importance of the anther tapetum, which provides lipid-like sporopollenin for pollen maturation. Transcripts of sterile *sstl*-*s* are downregulated in several secondary-metabolism biosynthesis pathways and lead to irregular exine and absent intine in *sstl*-*s*. This information reveals the defective pollen grains of *sstl*-*s* and coincides with the irregular pollen wall and loss of pollen viability. Comparative transcriptomics analysis illustrates that the mechanism of male sterility is related to biosynthetic pathways for cell wall, lipids, secondary metabolism, and starch accumulation. We illustrate the importance of microsporangia development and male fertility of microspores. A series of morphological observations of mutant *sstl*-*s* anther demonstrated that the defective pollen grains are caused by unproduced intine and unfunctional exine of the pollen wall, then the defective pollen of *sstl*-*s* do not germinate and become sterile.

## Additional files

**Additional file 1: Table S1.** Primers list.

**Additional file 2: Table S2.** Genotyping and phenotyping analysis of M0037841 segregants.

**Additional file 3: Figure S1.** Panicle development of *sstl* progeny segregates. **a, c, f** *SSTL-F* plants show the fertile panicles. **b, d, e** *sstl-s* mutant shows sterile spikelets during reproductive stage.

**Additional file 4: Figure S2.** Structure analysis of the undeveloped anther *sstl-s*. **a-c** Cross section and **d-i** TEM analysis showing abnormal anthers of *sstl-s* in the early stage. **(a-c)** Bar=40 μm. **(d-f)** Bar=2 μm. **(g-i)** Bar=1 μm.

**Additional file 5: Table S3.** Genes selected from RNA-seq heat-map analysis.

**Additional file 6: Figure S3.** The differential expressed genes of *SSTL-F* and *sstl-s* during anther developing stages using Rice Anther Expression Plots (https://www.cpib.ac.uk/anther/riceindex.html). PM=Premeiosis; M=Meiosis; UM=Uninucleate Microspore; BP=Bicellular Pollen; TP=Tricellular pollen; MP=Mature Pollen.

**Additional file 7: Table S4.** Prediction of gene function in RNA-seq heat-map analysis result.

## Data Availability

Not applicable.

## Abbreviations

bHLH: basic helix-loop-helix
EAT1: ETERNAL TAPETUM1
EMS1: EXCESS MICROSPOROCYTES1
EpM: early pollen mitosis stage
GDSL: Gly-Asp-Ser-Leu
GM filed: genetically modified plants isolation field
I_2_–KI: iodine–potassium iodide
LpM: late pollen mitosis stage
Mp: mature pollen stage
NP1: Rice No Pollen 1
PCD: programmed cell death
PMC: pollen mother cells
PPC: primary parietal cells
PS: primary sporogenous
SEM: scanning electron microscopy
SNP: single nucleotide polymorphism
SPC: secondary parietal layers
SPL: SQUAMOSA PROMOTER-BINDING PROTEIN-LIKE
sstl: semi-sterile mutant
SSTL-F: fertile plants of sstl progeny segregates
sstl-s: sterile plants of sstl progeny segregates
sstl-ss: semi-sterile plants of sstl progeny segregates
TARI: Taiwan Agricultural Research Institute
TDR: TAPETUM DEGENERATION RETARDATION
TEM: transmission electron microscope
TPD1: TAPETUM DETERMINANT1
TRIM: Taiwan Rice Insertional Mutagenesis
VP: vacuolated pollen stage
YM: young microspore stage

# Supplementary material for: Studies of a rice sterile mutant sstl from the TRIM collection
**Source:** Bot Stud. 2019 Jul 10;60:12. doi: 10.1186/s40529-019-0260-3
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Genotyping and phenotyping analysis of M0037841 segregants.

**Table S2** **genotyping and phenotyping analysis of M0037841 segregants**

| **No.** | **NP** | **GWP**  **(g)** | **P-type** | **G-type *GUS*** | **G-type**  ***HPT*** | **G- type**  ***35SE*** | **No.** | **NP** | **GWP**  **(g)** | **P-type** | **G-type *GUS*** | **G-type**  ***HPT*** | **G-type**  ***35SE*** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 15 | 0.81 | sterile | W | W | W | 14 | 15 | 3.68 | fertile | W | W | W |
| 2 | 13 | 0.75 | sterile | NA | NA | NA | 15 | 12 | 2.99 | fertile | W | W | W |
| 3 | 24 | 0.47 | sterile | W | W | W | 16 | 11 | 2.57 | fertile | W | W | W |
| 4 | 20 | 0.55 | sterile | W | W | W | 17 | 16 | 3.09 | fertile | W | W | W |
| 5 | 12 | 3.45 | fertile | W | T | T | 18 | 6 | 0.58 | sterile | W | W | W |
| 6 | 8 | 2.44 | semi-s | W | W | W | 19 | 13 | 0.92 | sterile | W | T | T |
| 7 | 10 | 0.75 | sterile | W | T | T | 20 | 18 | 3.7 | fertile | W | T | T |
| 8 | 15 | 0.61 | sterile | W | W | W | 21 | 17 | 2.16 | semi-s | W | W | W |
| 9 | 11 | 3 | fertile | W | T | T | 22 | 13 | 3.55 | fertile | W | T | T |
| 10 | 13 | 0.69 | sterile | W | W | W | 23 | 8 | 3.84 | fertile | W | W | W |
| 11 | 14 | 2.75 | fertile | W | W | W | 24 | 30 | 0.68 | sterile | W | W | W |
| 12 | 10 | 3.15 | fertile | W | T | T | 25 | 17 | 0.7 | sterile | W | T | T |
| 13 | 17 | 0.76 | sterile | W | T | T | 26 | 28 | 3.19 | fertile | W | T | T |

NP=number of panicles per plant; GWP=grain weight per panicle; P-type=phenotype of the plant; G-type=genotype of plant; *GUS*= *GUS* gene, *HPT*=hygromycin phosphotransferase gene; *35SE*=*CaMV35S* enhancer; semi-s=semi-sterile; W=genotype same as wild-type background without T-DNA insertion; T=with T-DNA insertion; NA= unavailable data due to the low amount of genomic DNA.

# Supplementary material for: Studies of a rice sterile mutant sstl from the TRIM collection
**Source:** Bot Stud. 2019 Jul 10;60:12. doi: 10.1186/s40529-019-0260-3
**Supplement:** Supplementary file 3 — Additional file 3: Figure S1. Panicle development of sstl progeny segregates. a, c, f SSTL-F plants show the fertile panicles. b, d, e sstl-s mutant shows sterile spikelets during reproductive stage.

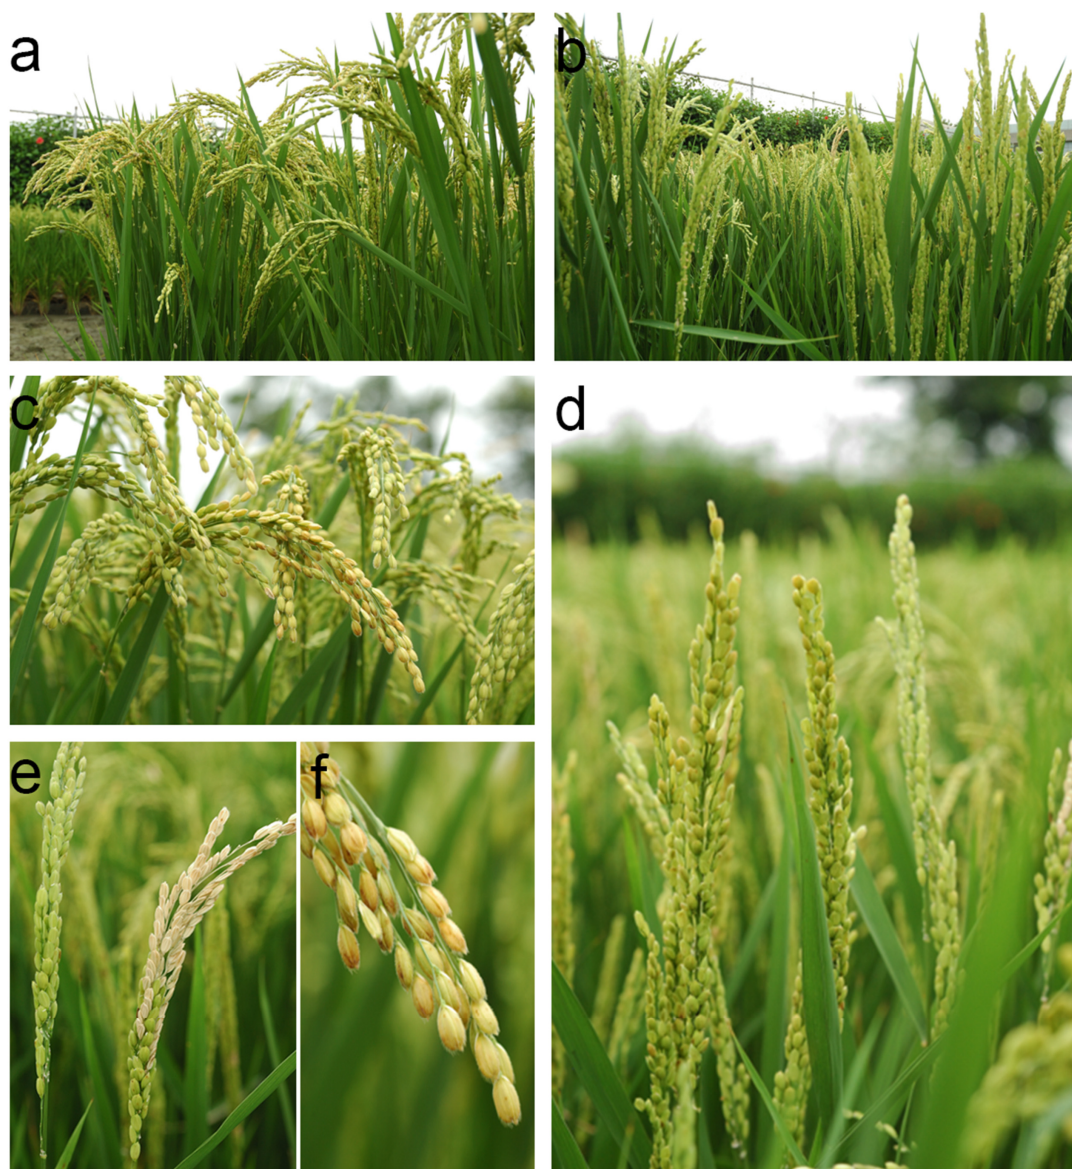

**Fig. S1** Panicle development of *sstl* progeny segregates. **a, c, f** *SSTL-F* plants show the fertile panicles. **b, d, e** *sstl-s* mutant shows sterile spikelets during reproductive stage.

# Supplementary material for: Studies of a rice sterile mutant sstl from the TRIM collection
**Source:** Bot Stud. 2019 Jul 10;60:12. doi: 10.1186/s40529-019-0260-3
**Supplement:** Supplementary file 4 — Additional file 4: Figure S2. Structure analysis of the undeveloped anther sstl-s. a-c Cross section and d-i TEM analysis showing abnormal anthers of sstl-s in the early stage. (a-c) Bar=40 μm. (d-f) Bar=2 μm. (g-i) Bar=1 μm.

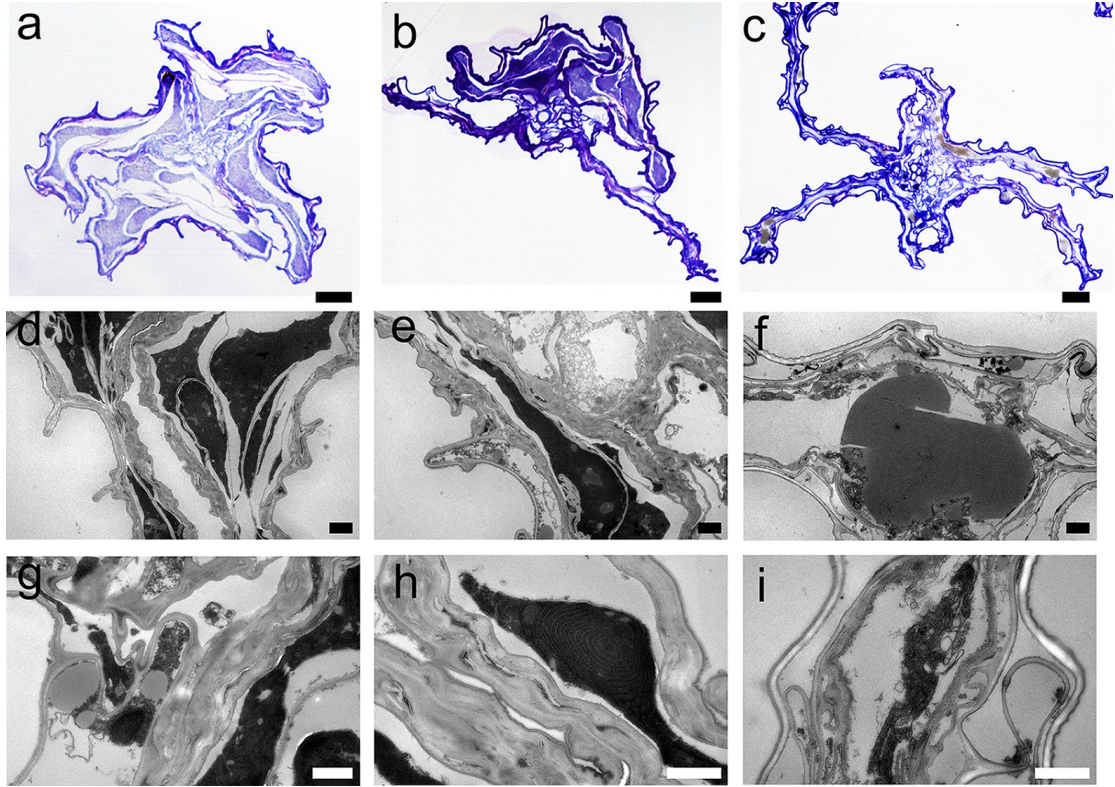

**Fig. S2** Structure analysis of the undeveloped anther *sstl-s*. **a-c** Cross section and **d-i** TEM analysis showing abnormal anthers of *sstl-s* in the early stage. **(a-c)** Bar=40  $\mu\text{m}$ . **(d-f)** Bar=2  $\mu\text{m}$ . **(g-i)** Bar=1  $\mu\text{m}$ .

# Supplementary material for: Studies of a rice sterile mutant sstl from the TRIM collection
**Source:** Bot Stud. 2019 Jul 10;60:12. doi: 10.1186/s40529-019-0260-3
**Supplement:** Supplementary file 5 — Additional file 5: Table S3. Genes selected from RNA-seq heat-map analysis.

**Table S3 Genes selected from RNA-seq heat-map analysis**

| RAP-DB ID. | Description/Gene Name Synonym | YM^(a)^ F/s | LpM^(b)^ F/s |
| --- | --- | --- | --- |
| Os03g0236200 | glutamate decarboxylase 3 | -1.65 | -0.62 |
| Os04g0486600 | Glyceraldehyde-3-phosphate dehydrogenase | -0.38 | -0.61 |
| Os10g0167300 | Similar to Enolase 2 | -0.14 | -0.54 |
| Os10g0524500 | No Pollen 1 | 1.61 | 0.44 |
| Os03g0429800 | Xanthine dehydrogenase | 1.23 | 0.16 |
| Os07g0513000 | ATP synthase g-chain | 0.28 | 1.00 |
| Os01g0854800 | Cytochrome P450 86A7-2 | 2.00 | 0.65 |
| Os08g0131100 | cytochrome P450 hydroxylase 703A3 | 1.07 | -0.02 |
| Os02g0626100 | phenylalanine ammonia lyase 1 | 0.93 | 1.00 |
| Os08g0498100 | caffeoyl-CoA O-methyltransferase | 0.80 | 0.57 |
| Os02g0735200 | cytosolic glutamine synthetase 1 | 0.35 | 0.71 |
| Os02g0106100 | fructosyl transferase, vacuolar invertase 2 | 0.94 | 1.83 |
| Os05g0542800 | Polygalacturonases-Like 9 | 1.07 | 1.68 |
| Os07g0208500 | Cellulose synthase A catalytic subunit 8 | 0.63 | 0.98 |
| Os11g0210100 | class III peroxidase 133 | 1.09 | 1.99 |
| Os03g0234900 | class III peroxidase 39 | 0.82 | 1.76 |
| Os05g0209600 | GDSL esterase/lipase protein 63 | 0.19 | 1.42 |
| Os05g0518300 | GDSL esterase/lipase protein 73 | 0.50 | 1.82 |
| Os06g0156600 | GDSL esterase/lipase protein 77 | 0.92 | 1.30 |
| Os09g0381400 | Similar to Ervatamin C/cysteine protease | 0.87 | 1.71 |
| Os09g0388400 | HAD-superfamily hydrolase-like | 3.87 | 3.50 |

(a) RNA-seq *SSTL-F*/*sstl-s* log_2_ fold-changes in young microspore (YM) stage.

(b) RNA-seq *SSTL-F*/*sstl-s* log_2_ fold-changes in late pollen mitosis (LpM) stage.

# Supplementary material for: Studies of a rice sterile mutant sstl from the TRIM collection
**Source:** Bot Stud. 2019 Jul 10;60:12. doi: 10.1186/s40529-019-0260-3
**Supplement:** Supplementary file 6 — Additional file 6: Figure S3. The differential expressed genes of SSTL-F and sstl-s during anther developing stages using Rice Anther Expression Plots (https://www.cpib.ac.uk/anther/riceindex.html). PM=Premeiosis; M=Meiosis; UM=Uninucleate Microspore; BP=Bicellular Pollen; TP=Tricellular pollen; MP=Mature Pollen.

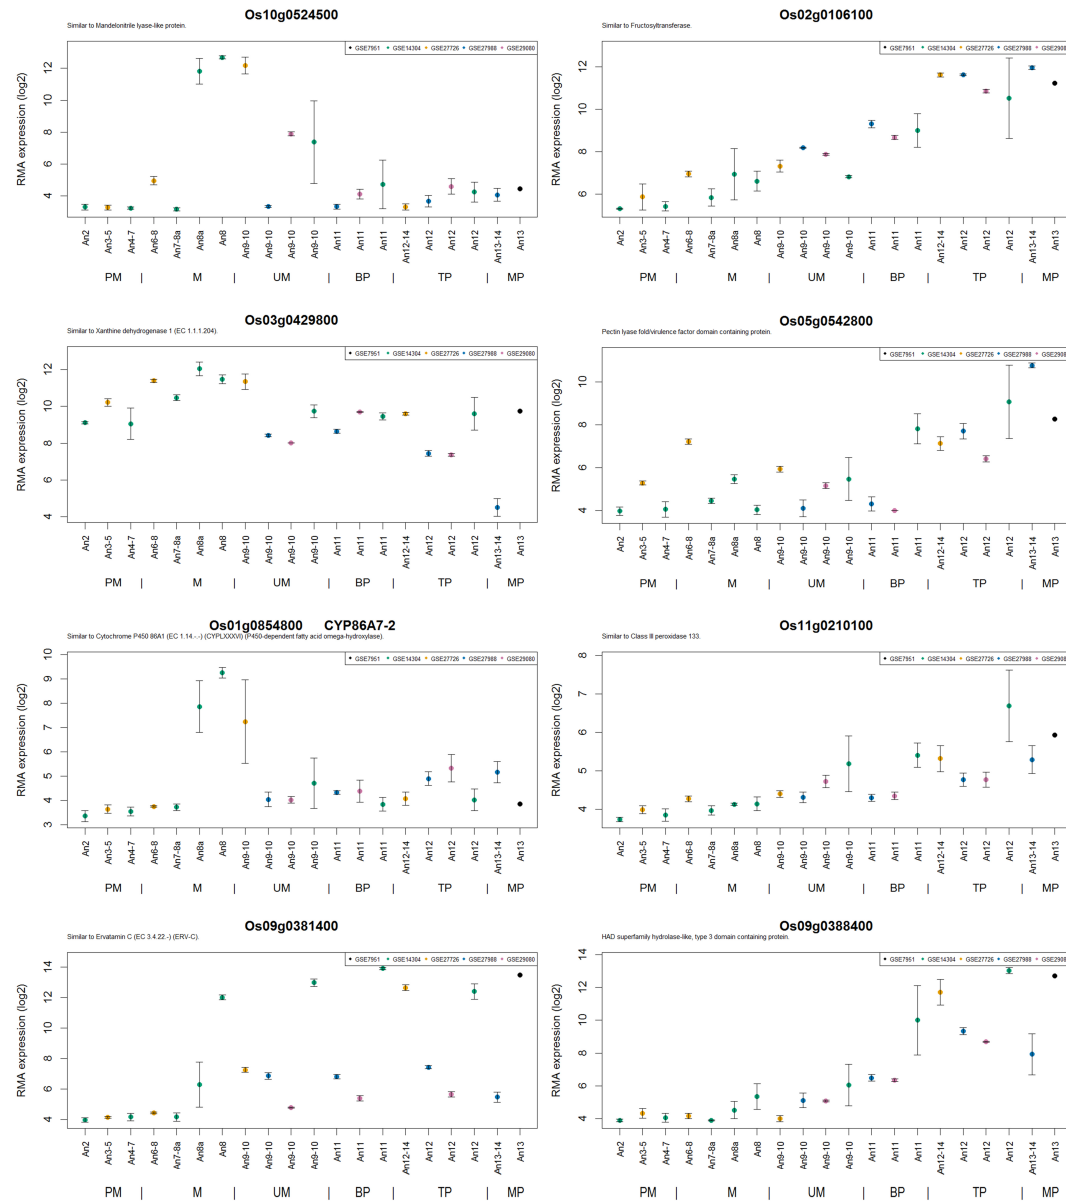

**Fig. S3** The differential expressed genes of *SSTL-F* and *sstl-s* during anther developing stages using Rice Anther Expression Plots (<https://www.cpib.ac.uk/anther/riceindex.html>). PM=Premeiosis; M=Meiosis; UM=Uninucleate Microspore; BP=Bicellular Pollen; TP=Tricellular pollen; MP=Mature Pollen.

How the deposited data were processed for this re-analysis (not part of the article)

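Anthers of fertile (*SSTL-F*) and sterile (*sstl-s*) segregants were sampled at the YM and LpM stages, and 1 RNA library was sequenced for each genotype and stage. The paper reports TRIzol extraction, single-end sequencing on an Illumina HiSeq instrument, and processing with CLC Genomics Workbench 11 against RAP-DB. The mapping settings are not stated in the paper's text, nor is the normalization behind the log2 fold-changes of Table S3.

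The authors deposited 1 table per library, with a total count of reads for each gene. The deposited RPKM and TPM columns were made by the authors from those counts. The authors also deposited a CPM column, treated here as a score because its values do not sum to the same total in each library. Relative to *SSTL-F* YM, its divisors were 1.16 in *SSTL-F* LpM, 1.26 in *sstl-s* YM and 1.16 in *sstl-s* LpM, the same as the TMM effective library sizes to 3 digits. The divisors of the RPKM column were 1.20, 1.11 and 1.02, against 1.13, 1.14 and 1.09 for the total counts. The source of the RPKM divisors was not tested. Counts are the basis of the results, RPKM enters as an alternative, and TPM and CPM columns were only inspected. Each table has 35825 genes, of which 26346 are given by RAP-DB ID, 9448 by gene name and 31 by another ID.

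Counts were normalized with the TMM method of edgeR 4.0.16 in R 4.3.3. The log2 fold-change of *SSTL-F* over *sstl-s* was computed at each stage with a prior count of 1. No model was fitted and no p-value is given, because there are no replicates. Intervals are 95% exact Clopper-Pearson intervals of the share of a gene's reads in each library, and cover counting error only. A gene was called expressed with at least 10 counts in at least 1 of the 4 libraries, and 2-fold was the line for a difference, the paper's own wording for the genes it lists. Total counts of 10161675 to 11559430 per library put the smallest level that can be shown, 3 counts, between 0.260 and 0.295 CPM.

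For 12 sets of genes fixed by words in gene names, the median log2 fold-change was ranked among 10000 random lists of named expressed genes with the same size, matched in 20 bins of mean expression. The lines were the 2.5th and 97.5th percentiles. The interval of a median comes from 200 Poisson draws of the counts (1000 for Table S3). The stage change of each gene, LpM over YM, was compared between genotypes by its slope across genes. These steps were tested on simulated counts. All 200 genes given a known change were recovered at 2-fold (100%), and 0.0059% of 16980 unchanged genes passed 2-fold. The counting interval held the true value for 95% of the 200 genes. The known changes of these 200 genes were all well beyond 2-fold. Changed and unchanged genes had at least 50 counts on average, and only counting noise was added. The simulation therefore does not test calls near 2-fold, genes with fewer counts, or differences between plants or RNA preparations. A planted set of 60 genes with a shift of 0.5 came out at 0.50, and a planted slope of 0.5 over 13820 genes at 0.492.

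Values were computed for every matched gene that the paper, Table S3 or Table S4 gives by RAP-DB ID, for anther genes the paper gives by symbol where the annotation pairs the symbol with a gene, and at each stage for the 5 genes with the largest log2 fold-change in each direction among those with at least 100 counts in the higher library. The rule set beforehand was to name all of them, but the text leaves some Table S4 genes unnamed, and these enter through the cluster medians and the figure. Of 53 IDs, 49 were matched and 4 were not used here. The place of the 37 genes matched by name was checked against the order of the RAP-DB IDs beside them. Genome coordinates were not used here. Reads shared between near-identical copies of a gene could have been split by the authors' counting, so members of large families such as peroxidases, P450s, lipid transfer proteins and GDSL genes carry that uncertainty.

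The alternatives were library size only, DESeq2 1.42.0 median-of-ratios size factors, quantile normalization, prior counts of 0.25 and 5, the deposited RPKM column as log2(RPKM + 1), no filter or at least 50 counts in 1 library, and gene sets without the genes of Table S3 and Table S4. TMM fitted to the 2 libraries of each stage and a wider P450 name pattern were added after the data were seen. Further software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Sections, SEM, TEM, pollen counts, yield, genotyping and q-PCR were not analysed here.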

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

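Of the tests in this part, the one of neighbouring genes on chromosome 10 and the look at the counts beside Os01g0153700 were chosen only after the result was seen. With 1 library per genotype and stage, a difference between plants, RNA preparations or library batches cannot be told apart from a difference between genotypes in any result below, and a mislabelled library was not tested. The genes below are not discussed in the paper and have more counts in the higher library than the smallest level that the depth can show.

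Os01g0153700 had 0 counts in both *SSTL-F* libraries and 220 and 187 in *sstl-s* at YM and LpM, log2 fold-changes of -7.65 and -7.54. A chromosome segment that one genotype lacks may take neighbouring genes with it. Among genes with at least 100 counts in both libraries of one genotype and at most 2 in both of the other, this was the only gene, so the largest number of such genes within 10 consecutive genes was 1. That test says little here, because only 1 of the 10 neighbours within 5 places, Os01g0153400, had 100 counts in any library, with similar counts in both genotypes, and 4 had no count in any. In *SSTL-F* LpM, Os01g0153600, 2 places away, had 74 counts and the nearest genes on either side had 7 and 6, so a segment that takes these neighbours with it is not seen. A deletion within the gene, or a sequence difference that keeps reads from mapping in one genotype, could give the same counts and was not tested.

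CIRCADIAN CLOCK ASSOCIATED 1 had 124 counts in *SSTL-F* and 2481 in *sstl-s* at YM (log2 fold-change -3.98), and 121 and 3232 at LpM (-4.74). If the anthers of the genotypes had been collected at different times of day, clock genes of the afternoon or evening may be shifted the other way. Over 5 such genes, the median of the log2 fold-change averaged over the stages was -0.063, so the list as a whole was not shifted. The genes of the list did not move together, however. PSEUDO-RESPONSE REGULATOR 95 and PSEUDO-RESPONSE REGULATOR 59 were also higher in *sstl-s*, at -2.12 and -0.59 at YM and -2.40 and -0.70 at LpM, and PHYTOCLOCK 1 was higher in *SSTL-F* at LpM, at 1.23. A median of 5 genes that move in different directions does not exclude a difference in sampling time. A change at the locus that covers its neighbours could also be the cause. The 7 expressed neighbours within 5 places had a median of -0.246, in the same direction but far smaller. The lowest of them at YM, TOPOISOMERASE 6 SUBUNIT A2, had -0.80 at YM and -0.30 at LpM. A change of similar size across the neighbours is thus not seen, while a smaller shared shift is not excluded. Among the neighbours, O-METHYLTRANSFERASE 9 (Os08g0157500 of cluster V) went the other way, at 1.82 and 0.96, as did Os08g0157800, at 0.42 and 0.30. The others were below 0 at both stages. No biological explanation beyond the genotype was tested.

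The other genes with the largest differences towards *sstl-s* at YM were TREHALOSE-6-PHOSPHATE PHOSHPHATASE 7 (-4.52, with 15 and 457 counts), Os06g0606100 (-3.91, with 5 and 110 counts) and Os01g0186900 (-3.76, with 85 and 1466 counts). At LpM, the first of these had 0.05 and Os01g0186900 had 0.04, while Os06g0606100 remained lower in *SSTL-F* at -2.39. Towards *SSTL-F* at YM they were P-450 76M8 (3.21), Os07g0543600 (3.03), NAC DOMAIN-CONTAINING PROTEIN 17 (2.99) and Os01g0242400 (2.95). At LpM, P-450 76M8 had 1.27, NAC DOMAIN-CONTAINING PROTEIN 17 had 0.31, Os07g0543600 had -0.39 and Os01g0242400 had -0.47. No explanation was tested for these genes.

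At LpM, Os01g0579000 (-7.48), Os05g0498200 (-6.49), Os08g0545850 (-6.20) and Os08g0545800 (-6.09) were lower in *SSTL-F*. They had 4113, 412, 194 and 11557 counts in *SSTL-F* YM, and 11, 1, 1 and 69 in *SSTL-F* LpM. In *sstl-s* LpM they still had 2134, 179, 146 and 4730 counts. All 4 fell between the stages in both genotypes, with log2 changes of -8.64, -7.89, -6.81 and -7.58 in *SSTL-F* and -0.49, -0.95, -0.93 and -0.68 in *sstl-s*. With 1 count in *SSTL-F* LpM, the sizes for Os05g0498200 and Os08g0545850 are poorly fixed, with intervals of -14.21 to -6.42 and -13.13 to -5.32. Os08g0545850 and Os08g0545800 have neighbouring IDs, and whether they share reads was not tested. Os10g0565200 (3.14) was higher in *SSTL-F* at LpM, with 203 and 22 counts. For these genes no test was made one by one.

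Os10g0149800 (3.99), Os10g0149100 (3.23) and Os10g0149000 (3.20) were higher in *SSTL-F* at LpM. These 3 of the 5 largest differences lie within 6 consecutive genes of chromosome 10. Reads shared between neighbouring copies could make 1 change look like 3. The sequences were not compared, so the pattern cannot be told apart from that explanation.

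The number of genes at least 2-fold higher in *SSTL-F*, divided by the number at least 2-fold higher in *sstl-s*, was 0.516 at YM and 1.48 at LpM. The difference between the stages was not tested. Normalization could matter for the side at LpM. Under 1 of 5 alternative normalizations, the deposited RPKM column, the larger side changed there, with 435 genes higher in *SSTL-F* and 465 in *sstl-s*. That column also moves all genes towards *sstl-s* and adds 1 to each RPKM, which pulls low values together. Under the other 4 normalizations the larger side at LpM remained *SSTL-F*, and at YM it was *sstl-s* under all 5. Genes with few counts do not account for the opposite larger sides at YM and LpM with TMM. Among genes with at least 50 counts in 1 library the ratios were 0.520 at YM and 1.63 at LpM. That filter was not combined with the RPKM column, so the change of side under that column was not checked in this way.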

How the results depend on the processing

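No analysis paired by stage was made. There is 1 library per genotype and stage, so such pairs would have to use the stages as replicates. The normalizations, prior counts, filters and gene lists were chosen before the data were examined, apart from TMM per stage and the wider P450 names. Over 37 results, 303 of 347 alternative values stayed within the counting error, within 1.5 times the number of genes, or on the same side of a percentile line. For set percentiles part of this was fixed in advance, because settings that shift all genes move a set and its random lists alike. The starch synthesis percentile at YM, for example, was 30.41 with TMM and 30.39 with library size only. Percentiles at 0 or 100 also have little room to move. The cause was not tested for any change below.

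Some settings moved all genes. With library size only, the median log2 fold-change of expressed genes was -0.11 at YM and -0.06 at LpM, and with the RPKM column -0.11 and -0.19, against 0.03 and -0.01 with TMM over the 4 libraries. The median of the Table S3 genes at YM was 0.99. It became 0.85 with library size only, 0.87 with quantile normalization and 0.77 with the RPKM column. At LpM it was 1.05, and became 1.00, 0.99 and 0.80. With the RPKM column 4 of these genes were at least 2-fold higher in *SSTL-F* at YM, against 10. The Table S4 patterns held for 38 or 39 of 39 genes under every setting tried.

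The numbers of genes at least 2-fold different changed most. At YM, 1040 genes higher in *SSTL-F* became 657 with a prior count of 5, 232 with the RPKM column, 2211 without a filter and 477 with at least 50 counts. The 2014 genes higher in *sstl-s* became 927 with the RPKM column, 3095 without a filter and 918 with at least 50 counts. At LpM, 1615 genes higher in *SSTL-F* became 435, 2543 and 794 in the same order. The 1092 genes higher in *sstl-s* at LpM became 650 with a prior count of 5, then 465, 1902 and 486.

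Without a filter, the percentile at YM fell to 84.9 for flavonoid genes, 90.8 for lipid transfer proteins and 49.8 for cell wall genes. Cell wall genes at YM, at 93.1, passed the upper line with quantile normalization (98.7), with the RPKM column (99.0) and with at least 50 counts (99.9). P450 genes went from 94.5 to 97.8 at YM with the RPKM column, and from 41.1 at LpM to 75.6 with it, 52.0 without a filter and 94.2 with at least 50 counts. With the wider names, chosen after seeing the data, they were at 99.7 and 99.2. Glycolysis genes at LpM, at 47.5, moved to 52.9 without a filter and to 55.1 without the genes of Table S3 and Table S4, both near the middle of the random lists. The number of sets above the upper line was between 4 and 8 of 12 at YM and 7 at LpM under the settings run for all sets. The wider P450 names, which would add 1 set at each stage with TMM, and matching on gene length are not among these.

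The slope of the stage change in *sstl-s* on that in *SSTL-F*, 0.391 with a counting spread of -0.006 to 0.0072 around it, became 0.408 with quantile normalization, 0.379 with a prior count of 0.25, 0.403 with a prior count of 5, 0.415 with the RPKM column, 0.317 without a filter and 0.439 with at least 50 counts. The principal-axis slope, 0.545, became 0.579 with quantile normalization, 0.532 with a prior count of 0.25 and 0.566 with the RPKM column. Other settings stayed within the spread, which was centred on the slope only after a first version, taken straight from redrawn counts, proved to be pulled down by the redrawing. All of these slopes were below 1. For the least-squares slope that alone says little, because the correlation of the stage changes across genes was 0.55. Changes of equal spread in both genotypes would give a least-squares slope equal to that correlation.

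Of 162 log2 fold-changes of single genes, 58 moved beyond their counting interval with library size only, 65 with quantile normalization, 126 with the RPKM column and at most 15 with any of the other settings. The sign changed for 6, 4 and 11 of them, in that order. Genes with few counts have wide intervals, such as *OsGAD3* at LpM with 44 and 65 counts.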

Differences from the paper's values

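Of the 20 matched genes of Table S3, 8 at YM and 5 at LpM had a log2 fold-change that differed from the paper's by more than the counting error. The paper's values come from the same libraries, and the paper's value minus the value here was similar for all 20 genes, between -0.12 and -0.08 at YM and between -0.06 and -0.01 at LpM. Which genes pass the counting error therefore depends on how many counts they have, and the gap is close to 1 constant per stage. At YM, the values were -0.27 against the paper's -0.38 for Os04g0486600, -0.0377 against the paper's -0.14 for Os10g0167300, 1.72 against the paper's 1.61 for Os10g0524500, 1.33 against the paper's 1.23 for Os03g0429800, 1.17 against the paper's 1.07 for Os08g0131100, 1.03 against the paper's 0.93 for Os02g0626100, 0.46 against the paper's 0.35 for Os02g0735200, and 0.73 against the paper's 0.63 for Os07g0208500. At LpM they were -0.56 against the paper's -0.61 for Os04g0486600, -0.49 against the paper's -0.54 for Os10g0167300, 0.49 against the paper's 0.44 for Os10g0524500, 0.0309 against the paper's -0.02 for Os08g0131100, and 1.05 against the paper's 1.00 for Os02g0626100. Only for Os08g0131100 at LpM did the sign differ.

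Among the alternatives set before the data were examined, library size only brought all 5 values at LpM within the counting error, and at YM it did so for Os04g0486600, Os10g0524500, Os02g0626100, Os02g0735200 and Os07g0208500. It left Os10g0167300 (-0.18), Os03g0429800 (1.19) and Os08g0131100 (1.03) apart at YM. Quantile normalization closed the gap for Os08g0131100, Os02g0735200 and Os07g0208500 at YM and for Os10g0524500 at LpM, and the RPKM column for Os02g0735200 at YM. DESeq2 size factors and prior counts of 0.25 and 5 closed none. Some settings opened gaps for other genes. At LpM, 18 of the 20 values differed with the RPKM column and 8 with DESeq2 size factors, against 5 with TMM over the 4 libraries and 0 with library size only. At YM, 7 differed with the RPKM column, 5 with quantile normalization and 3 with library size only. TMM per stage, chosen after seeing the values, closed the gap for Os02g0735200 and Os07g0208500 at YM. For Os10g0167300 and Os03g0429800 at YM no setting closed it. Over all 20 genes at LpM, the median of the paper's value minus the value here was -0.05 with TMM and 0.0001 with library size only. At YM it was -0.10 and 0.04.

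The paper describes Os10g0524500, Os03g0429800 and Os01g0854800 as upregulated at YM only, and their log2 fold-changes at LpM here, 0.49, 0.21 and 0.70, had counting intervals above 0. For Os03g0429800 this depended on the setting, with 0.09 under quantile normalization and -0.03 with the RPKM column. The paper's own values for the same genes at LpM, 0.44, 0.16 and 0.65, are also above 0. The difference is therefore with the paper's wording and not with its values. The paper counts Os09g0388400 among the genes of the LpM stage, and its log2 change from YM to LpM in *SSTL-F* was -1.17. The paper names starch synthesis among the affected pathways and links it to the iodine staining. The starch synthesis set lay at percentiles 30.4 at YM and 5.36 at LpM, inside the central 95% of random lists, as it did under every alternative. This set was chosen by words in gene names and holds none of the genes of Table S3 and Table S4. The genes that Table S4 places in starch and sucrose metabolism were higher in *SSTL-F* at YM and LpM, with 1.04 and 1.88 for Os02g0106100, 0.84 and 1.11 for Os03g0749300, and 0.67 and 0.80 for Os03g0401300, while Os03g0703000 was not analysed here. The paper describes pyrophosphatase genes as upregulated only in fertile anthers. The medians here, 0.46 and 0.56, were also higher in *SSTL-F*, with no gene 2-fold different. Both medians equal the values of Os06g0644200, which Table S4 lists, so they are not independent of the paper's list. The genes had reads in all 4 libraries, which does not go against a description of upregulation. The paper describes Os10g0167300 as upregulated in *sstl-s*. At YM its interval includes 0 with TMM over the 4 libraries, but its values with library size only (-0.18), DESeq2 size factors (-0.06), quantile normalization (-0.25) and the RPKM column (-0.21) were below 0 by more than the counting error, as was that with TMM per stage (-0.09), a setting chosen after seeing the values.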

Other observations

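The tests of a mixture of stages and of tapetum genes in this part, and the comparison of tapetum levels at each stage, were chosen only after the result was seen.

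The change from YM to LpM was smaller in *sstl-s* than in *SSTL-F*. In *SSTL-F*, 2937 expressed genes were at least 2-fold higher at LpM and 1214 at least 2-fold lower. In *sstl-s* the numbers were 1813 and 1108. Across 24543 genes the slope of the *sstl-s* change on the *SSTL-F* change was 0.391, and 0.440 in 9497 genes with at least 1000 counts in total. The principal-axis slope was 0.545, and the correlation of the changes across the 24543 genes was 0.55. Changes of equal spread would give a least-squares slope equal to that correlation, so a low slope alone does not show a smaller change. The slope of 0.391 lay below the correlation. Counting noise lowers such a slope, and between 2 random subsets of the *SSTL-F* reads it was 0.798, so counting noise is unlikely to account for the whole of it. Noise between plants or RNA preparations lowers the slope as well, and was not tested because there are no replicates.

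A sample of *sstl-s* LpM anthers that mixed YM-like and LpM-like material could also give a smaller change. Of the genes with at least 100 counts, 89 fell at least 8-fold in *SSTL-F* (median log2 change -3.998) and 157 rose at least 8-fold (median 4.08). In *sstl-s* the medians were -1.41 and 2.11, and 88 of the 89 and 153 of the 157 changed in the same direction. The genes were picked on their *SSTL-F* values, which by itself makes the *sstl-s* values look smaller. If *sstl-s* LpM were a mixture of the *SSTL-F* stages, falling and rising genes should give the same LpM share. The shares were 0.698 from falling genes and 0.428 from rising genes, a difference of -0.27, so 1 mixing share does not describe both groups.

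A candidate explanation for genes that stay high in *sstl-s* is that transcripts of the tapetum are kept longer there, since the paper describes delayed tapetum degradation. For 9 tapetum genes that the paper names (TDR, bHLH142, EAT1, UDT1, PTC1, CYP703A3, CYP704B2, TKPR1 and DPW), the median stage change was -0.21 in *SSTL-F* and 0.32 in *sstl-s*, a difference of 0.537, and all 9 were higher in *sstl-s*. For UDT1, with 42 to 70 counts per library, and for PTC1, the counting intervals of the stage change include 0 in both genotypes. Over all expressed genes the median difference between the genotypes was 0.05. The median difference of the 9 genes, 0.65, lay at percentile 99.98 of random lists matched on expression. The difference of 0.537 was just above the line of 0.5 set for the test, and with library size only it was 0.443 and with DESeq2 size factors 0.496, so it passes that line only under some settings. For most of the list the levels do not show longer retention. The median log2 fold-change of *SSTL-F* over *sstl-s* was 0.71 at YM and 0.0024 at LpM, so most of the genes were lower in *sstl-s* at YM, and 7 of the 9 rose from YM to LpM in *sstl-s*. At LpM, EAT1 (0.38), PTC1 (0.49) and CYP704B2 (0.44) were higher in *SSTL-F*, bHLH142 (-1.28) and UDT1 (-0.73) were higher in *sstl-s*, and the other 4 lay between -0.06 and 0.03. A later start of these genes in *sstl-s*, or a difference in the exact stage sampled, would give the same difference of stage changes and was not tested. Among other genes that the paper names, ABCG3 changed by -4.24 in *SSTL-F* and -1.31 in *sstl-s*, and ABCG26 by -1.64 and -0.48. Their log2 fold-changes of *SSTL-F* over *sstl-s* were 0.22 and 0.26 at YM and -2.71 and -0.90 at LpM, the pattern that retention would give. GT1 changed by -0.53 and 0.10. WDA1 went the other way, with 0.62 in *SSTL-F* and 0.48 in *sstl-s*. SIZ1 changed by -0.17 and -0.0026, and MSP1 and SPL6 by -0.10 in both genotypes. TDL1A changed by -0.40 and -0.43, but it had only 12 to 18 counts per library. Its intervals, -1.61 to 0.75 and -1.65 to 0.67, include 0.

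Of 12 gene sets, 6 at YM and 7 at LpM lay above the upper line of the random lists, all of them sets of metabolic or cell wall genes, and ribosomal proteins lay below the lower line. Sets chosen by words in names can share genes, for example lipid, lipid transfer protein and GDSL esterase or lipase genes. The sets above the line are therefore not to be read as separate results. Gene length could shift such sets. When the random lists were also matched on gene length, 0 of 15 results past a line lost it, so gene length is an unlikely explanation for the calls. Percentiles this close to 0 or 100 can hide a shift, and the median of the random lists moved by up to 0.09, for ribosomal proteins at YM from 0.12 to 0.03. The smallest distance between a set's median and the line of the length-matched lists was 0.07. In the other direction, pyrophosphatases at LpM moved from percentile 96.6 to 98.3, past the upper line. The ribosomal protein medians stayed below 0 and below the lower line under every setting tried. The pattern remains a hypothesis about the genotypes, since each stage compares 1 library with 1 other and a difference in cell composition or RNA preparation was not tested.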
